# *Bifidobacterium bifidum* Actively Changes the Gene Expression Profile Induced by *Lactobacillus acidophilus* in Murine Dendritic Cells

**DOI:** 10.1371/journal.pone.0011065

**Published:** 2010-06-10

**Authors:** Gudrun Weiss, Simon Rasmussen, Lisbeth Nielsen Fink, Hanne Jarmer, Birgit Nøhr Nielsen, Hanne Frøkiær

## Abstract

Dendritic cells (DC) play a pivotal regulatory role in activation of both the innate as well as the adaptive immune system by responding to environmental microorganisms. We have previously shown that *Lactobacillus acidophilus* induces a strong production of the pro-inflammatory and Th1 polarizing cytokine IL-12 in DC, whereas bifidobacteria do not induce IL-12 but inhibit the IL-12 production induced by lactobacilli. In the present study, genome-wide microarrays were used to investigate the gene expression pattern of murine DC stimulated with *Lactobacillus acidophilus* NCFM and *Bifidobacterium bifidum* Z9. *L. acidophilus* NCFM strongly induced expression of interferon (IFN)-β, other virus defence genes, and cytokine and chemokine genes related to the innate and the adaptive immune response. By contrast, *B. bifidum* Z9 up-regulated genes encoding cytokines and chemokines related to the innate immune response. Moreover, *B. bifidum* Z9 inhibited the expression of the Th1-promoting genes induced by *L. acidophilus* NCFM and had an additive effect on genes of the innate immune response and Th2 skewing genes. The gene encoding Jun dimerization protein 2 (JDP2), a transcription factor regulating the activation of JNK, was one of the few genes only induced by *B. bifidum* Z9. Neutralization of IFN-β abrogated *L. acidophilus* NCFM-induced expression of Th1-skewing genes, and blocking of the JNK pathway completely inhibited the expression of IFN-β. Our results indicate that *B. bifidum* Z9 actively inhibits the expression of genes related to the adaptive immune system in murine dendritic cells and that JPD2 via blocking of IFN-β plays a central role in this regulatory mechanism.

## Introduction

Dendritic cells (DC) are involved in the initiation of both the innate and adaptive immunity. Pattern recognition receptors expressed on DC and other immune cells contribute to the specific recognition of pathogens as well as harmless microorganisms, e.g. commensals [1], and are thus involved in the subsequent expression of specific genes. Upon encountering of microorganisms, DC orchestrate an innate and, in most cases, a simultaneous adaptive immune response [2], [3].

Probiotic bacteria can be classified in two groups: strong and weak inducers of the pro-inflammatory cytokines IL-12 and tumour necrosis factor (TNF)-α. Co-incubation experiments indicate that there are clear interactions between the signals delivered by bacterial strains. Bifidobacteria, which are weak IL-12 inducers, are able to significantly inhibit the IL-12 production of strong IL-12 inducers like lactobacilli [4], [5]. Interleukin-12-directs a Th1 adaptive immune response, while the induction of a Th2 directed response, although less well-described, is believed to involve DC-derived IL-6 and IL-33 [6], [7]. Almost all lactobacilli and bifidobacteria strains are able to induce significant levels of the anti-inflammatory cytokine IL-10 in DC, however, there are considerable variations in the concentrations measured [5], [8], [9]. The cytokine IL-10 is important for induction of regulatory T cells [10]. Besides the production of cytokines important for the activation of various immune cell subsets, production of chemokines is indispensable for recruitment of specific immune cells. Some chemokines attract in particular T cells, some also monocytes and macrophages, while others specifically recruit cells of the innate immune system, in particular neutrophils [11].

Induction of IL-12 in DC, together with the up-regulation of surface markers such as MHCII, CD86 and CD40, stimulates activation of Th1 cells, but is also important for the production of IFN-γ by NK cells [4]. IL-12 is at least partly induced by interferon (IFN)-β, a key inducer of a strong adaptive immune response against virus infections initiating a signaling cascade that controls the expression of hundreds of interferon-stimulated genes (ISGs) involved in an innate host response against viruses [12]. Several *in vivo* and *in vitro* studies have shown that up-regulation of IFN-β entails a strong Th1 inducing capacity [13]. In DC, IFN-β functions in an autocrine manner through the IFN-α/β receptor (IFNAR) inducing transcription of genes involved in different functions of the cell, such as migration and activation [14]. This includes genes involved in attraction of cells of both the innate and the adaptive immune system (chemokines) and various cytokines, including IL-12 [14]. Whether the transcription of all genes involved in cellular attraction and migration of DC is induced by type I interferons remains to be established.

The precise cellular mechanisms involved in the induction of IFN-β production in DC upon bacterial stimulation are not fully understood. Only recently it has been established that not only vira, but also some bacteria can induce a strong IFN-β production. This includes several Gram-negative bacteria, such as *Salmonella enterica* serovar typhimurium, *Shigella flexneri* and *Escherichia* spp., [15] as well as Gram-positive bacteria, such as *Streptococcus* spp. [16]–[18], and *Listeria monocytogenes* [19], [20]. Upon viral infection, activation of the gene encoding IFN-β critically depends on cooperative interaction of the DNA-binding domains of ATF-2/c-Jun and the immune regulatory factor (IRF)-3 [21]. ATF-2 and c-Jun are members of the large basic-region leucine zipper family of transcription factors, constituting the AP-1 transcription factor complex, which are activated by phosphorylation via mitogen-activated protein kinases (MAPK). Whereas ATF-2 is activated by both the p38 and JNK MAPK, c-Jun is only phosphorylated by JNK [22]. Whether the same mechanism is involved in bacterial induction of IFN-β in DC remains to be described.

The aim of the present work was to elucidate the molecular mechanisms by which *B. bifidum* Z9 is able to inhibit the immune response in murine bone marrow-derived DC initiated by *L. acidophilus* NCFM. Microarrays of DCs stimulated with either *L. acidopilus* NCFM or *B. bifidum* Z9 alone or a mixture of the two bacteria were performed. In DCs incubated with *L. acidophilus* NCFM, genes related to the innate and adaptive immune system triggering a pro-inflammatory and antiviral response were significantly up-regulated. When the two strains were used in combination, *B. bifidum* Z9 exerted both additive and inhibitory effects, as the expression of genes initiating the adaptive immune response induced by *L. acidophilus* NCFM was strongly inhibited, whereas genes of the innate immune response were significantly induced. Our results indicate that the JNK pathway is essential for the expression of IFN-β induced by a bacterial stimulus. In this context, the gene encoding Jun dimerization protein 2 (JDP2) was only up-regulated in cells stimulated with *B. bifidum* Z9 and is therefore a candidate gene for the inhibition of IFN-β transcription in *L. acidophilus* NCFM stimulated DC.

## Materials and Methods

### Bacterial Strains, Growth Conditions and Preparation of UV-killed Bacteria

The strains *Lactobacillus acidophilus* NCFM (Danisco, Copenhagen, Denmark) and *Bifidobacterium bifidum* Z9 (Copenhagen University, Faculty of Life Sciences, Denmark) were grown anaerobically overnight at 37°C in de Man Rogosa Sharp (MRS) broth (Merck, Darmstadt, Germany) and sub-cultured twice. Cells were harvested by centrifugation at 2,000×g for 15 min, washed twice in phosphate-buffered saline (PBS, Cambrex Bio Whittaker, East Rutherford, NJ, USA) and re-suspended in 1/10 the growth volume of PBS. As UV-killed bacteria display the same stimulatory pattern as live bacteria, UV-killed bacteria were used to avoid the risk of growth during stimulation of DC and to secure high repeatability by the use of the same batch of bacteria. The bacteria were killed by 20 min exposure to UV light and stored at −80°C. Killing was verified by plating the UV-exposed bacteria on MRS plates. To determine the bacterial concentration, 3 ml of the preparations were lyophilised as triplicates and the dry weight was corrected for buffer salt content.

### Generation of Murine Dendritic Cells

Bone marrow-derived DCs were prepared as described previously [23]. Briefly, bone marrow from three male C57BL/6 mice (Tactonic, Lille Skensved, Denmark) was flushed out from the femur and tibia and washed. 3×10^5^/ml bone marrow cells were seeded into 10 cm Petri dishes in 10 ml RPMI 1640 (Sigma-Aldrich, St. Louis, MO, USA) containing 10% (v/v) heat-inactivated fetal calf serum supplemented with penicillin (100 U/ml), streptomycin (100 µg/ml), glutamine (4 mM), 50 µm 2-mercaptoethanol (all purchased from Cambrex Bio Whittaker) and 15 ng/ml murine GM-CSF (harvested from a GM-CSF transfected Ag8.653 myeloma cell line). The cells were incubated for 8 days at 37°C in 5% CO_2_ humidified atmosphere. On day 3, 10 ml of complete medium containing 15 ng/ml GM-CSF was added. On day 6, 10 ml were removed and replaced by fresh medium. Non-adherent, immature DC were harvested on day 8.

### Stimulation of Murine Dendritic Cells with Bacteria

Immature DC (2×10^6^ cells/ml) were resuspended in fresh medium supplemented with 10 ng/ml GM-CSF, and 500 µl/well were seeded in 48-well tissue culture plates (Nunc, Roskilde, Denmark). *Lactobacillus acidophilus* NCFM was added in a final concentration of 10 µg/ml and *Bifidobacterium bifidum* Z9 in a final concentration of 40 µg/ml (both individually and in combination; total volume 100 µl/well). Optimal bacterial concentrations were determined in a previous study [24]. The cell cultures were incubated at 37°C in 5% CO_2_. In the MAPK inhibitor experiments, DC (2×10^6^ cells/ml) were pre-incubated for 1 h with SP600125, a specific inhibitor of JNK1/2 (Invivogen, San Diego, CA, USA), SB203580, a specific inhibitor of p39 MAPK (Invivogen), and the MEK1/2 inhibitor U0126 which blocks MEK1/2 and thereby phosphorylation of the target ERK1/2 (Cell Signaling, MA, USA). For the IFN-β inhibition assay, mouse IFN-β polyclonal antibody (R&D Systems, Minneapolis, USA) was added to the DC (10 µg/ml and 50 µg/ml) immediately after addition of *L. acidophilus* NCFM (10 µg/ml). Unless indicated otherwise, DC were harvested for RNA extraction after 10 h and the supernatant for ELISA analysis after 20 h.

### RNA Extraction

Murine DC were harvested after 4 h and 10 h of stimulation, homogenised by QIAshredder (Qiagen, Ballerup, Denmark), and RNA was extracted using the RNeasy Plus Mini Kit (Qiagen). RNA quality was verified by Bioanalyzer (Agilent, Santa Clara, USA), and the concentration was determined by Nanodrop (Thermo, Wilmington, USA).

### Microarray Analysis

RNA was extracted per stimulation representing DC from three C57BL/6 mice incubated for 10 h with either *Lactobacillus acidophilus* NCFM or *Bifidobacterium bifidum* Z9 or with both bacteria in combination. RNA from unstimulated DC was included as a negative control. 1 µg RNA was converted into cDNA, and biotin-labeled aRNA was synthesized using the MessageAmp™ II-Biotin Enhanced Kit (Ambion, Austin, TX, USA) according to the manufacturer's instructions. The Gene Chip Mouse genome 430 2.0 Array (Affymetrix, Santa Clara, CA, USA) comprising 45,000 probe sets representing over 34,000 mouse genes was applied. The arrays were stained, washed and scanned according to the manufacturer's instructions. The microarray data was analyzed using R and Bioconductor [25]. Raw probe intensities were normalized using *qspline* and expression index calculations were performed using *rma* [26], [27]. For statistical testing, a two-way ANOVA was applied and the false discovery rate (FDR) was estimated using a Monte Carlo approach. The statistical significance was set at an FDR of 0 yielding 1924, 1264 and 490 significantly up-regulated genes (Ensembl 56) upon stimulation with *L. acidophilus NCFM* and *B. bifidum Z9* and both strains combined, respectively. Gene Set Enrichment (GSEA) was performed applying the method described by Kim and Volsky [28] in R using the *PGSEA* package (Kyle Furge and Karl Dykema (2006). PGSEA: Parametric Gene Set Enrichment Analysis, R package version 1.10.0). For this analysis only genes with an absolute fold change greater than 2 were included.

### Quantitative Real Time PCR Analysis

1 µg of total RNA was reverse transcribed by the TaqMan Reverse Transcription Reagent kit (Applied Biosystems, Foster City, USA) using random hexamer primers according to the manufacturer's instructions. The obtained cDNA was stored in aliquots at −80°C. The following TaqMan Gene Expression Assays were purchased (Applied Biosystems): Cxcl1 (Assay ID Mm00433859_m1), Cxcl2 (Assay ID Mm00436450_m1), Cxcl10 (Assay ID Mm00445235_m1) and Ccl12 (Assay ID Mm01617100_m1), IL1b (Assay ID Mm00434228_m1). For the selection of other primers and probes, the regions coding for the genes investigated were retrieved from the GenBank and EMBL databases. The following gene sequences were applied: IFN-β (NM_010510), IL-12 p40 (NM_008352), IL-10 (NM_010548) and beta actin (NM_007393). Primers and probes were designed using the software Primer Express 3.0 (Applied Biosystems) and tested for specificity by the basic alignment search tool BLAST. HPLC purified forward and reverse primers were manufactured by DNA Technology (Aarhus, Denmark). The probes were labelled with the 5′ reporter dye 6-carboxy-fluorescein (FAM) and the 3′ quencher dye NFQ-MGB (Applied Biosystems). Sequences of primers and probes are listed in Table 1. Primer and probe concentrations were optimized and to determine the efficiency of the amplifications, dilution standard curves were made for each set of primers and probe (data not shown). The amplifications were carried out in a total volume of 20 µl containing 1×TaqMan Universal PCR Master Mix (Applied Biosystems), forward and reverse primer (concentration 900 nM each), 200 nM TaqMan MGB probe, and purified target cDNA. The cycling parameters were initiated by 20 sec at 95°C, followed by 40 cycles of 3 sec at 95°C and 30 sec at 60°C using the ABI Prism 7500 (Applied Biosystems). Amplification reactions were performed in triplicate, and DNA contamination controls were included. The amplifications were normalised to the expression of the beta actin encoding gene. Relative transcript levels were calculated applying the equation described by Pfaffl *et al.* [29].

**Table 1:** Primers and Probes used for Real-Time PCR Analysis.

Target	Primers and Probes	Sequence (5′-3′)
IFN-β (NM_010510)	Forward	CGGACTTCAAGATCCCTATGGA
	Reverse	TGGCAAAGGCAGTGTAACTCTTC
	Probe	ATGACGGAGAAGATGC
IL-12 p40 (NM_008352)	Forward	TGGAGCACTCCCCATTCCT
	Reverse	TGCGCTGGATTCGAACAA
	Probe	CTTCTCCCTCAAGTTC
IL-10 (NM_010548)	Forward	GATGCCCCAGGCAGAGAA
	Reverse	CACCCAGGGAATTCAAATGC
	Probe	CATGGCCCAGAAAT
Beta actin (NM_007393)	Forward	CGATGCCCTGAGGCTCTTT
	Reverse	TGGATGCCACAGGATTCCA
	Probe	CCAGCCTTCCTTCTT

### Cytokine Quantification by ELISA

The production of murine IFN-β, IL-12(p70), IL-10, IL-6, IL-1β and TNF-α was analysed using commercially available enzyme-linked immunosorbent assay kits (R&D Systems, Minneapolis, USA).

### Statistical Analysis

One-way ANOVA and Bonferroni tests were applied to analyse the real-time PCR gene expression data. Statistical calculations were performed using the software program GraphPad Prism 5 (La Jolla, CA, USA).

## Results

### Inhibitory and Additive Effects of *B. bifidum* Z9 on the Gene Expression in Murine Dendritic Cells are Time dependent

Our previous finding that some probiotic bacteria strains can inhibit the stimulatory effects of others led us to compare the gene expression of DC stimulated with both *L. acidophilus* NCFM and *B. bifidum* Z9 simultaneously. To determine the optimal inhibitory effect on the IL-12 production, *B. bifidum* Z9 was added in increasing concentrations from 0–100 µg/ml to DC stimulated with 10 µg/ml *L. acidophilus* NCFM (Figure 1A). The combination of 40 µg/ml *B. bifidum* Z9 and 10 µg/ml *L. acidophilus* NCFM inhibited the IL-12 production by 69% and was used in all further experiments. Figure 1B demonstrates that *B. bifidum* Z9 exerts inhibitory and additive effects on the gene expression in murine DC stimulated with *L. acidophilus* NCFM in a time dependent manner. A distinct up-regulation of the pro-inflammatory cytokine *Il12* was detected in murine DC after 4 h of incubation with *L. acidophilus* NCFM and *B. bifidum* Z9, as well as with both strains in combination. However, whereas the expression of *Il12* decreased in *B. bifidum* Z9 stimulated DC at 10 h, it increased in *L. acidophilus* NCFM stimulated cells. In DC stimulated with both strains, *Il-12* was down-regulated by 45% at 10 h compared to cells stimulated with *L. acidophilus* NCFM alone. In the case of the anti-inflammatory cytokine *Il10*, a distinct up-regulation in DC upon stimulation with *L. acidophilus* NCFM and *B. bifidum* Z9 was first detected at 10 h. With both strains in combination, a significant additive effect on *Il10* (171%) compared to DC stimulated with *L acidophilus* NCFM alone was detected at 10 h.

**Figure 1:**
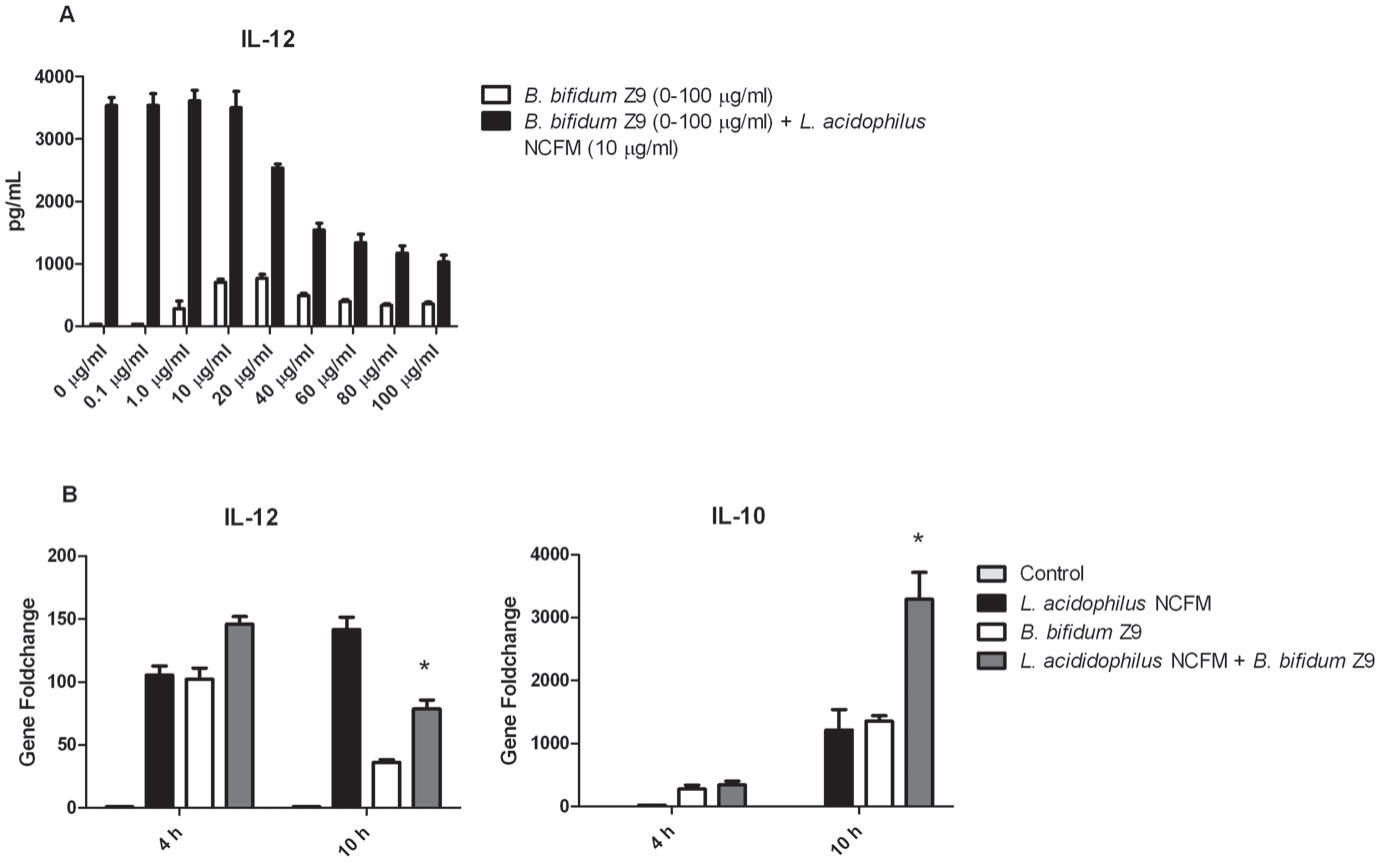
Inhibitory and additive effects of *Bifidobacterium bifidum* Z9. **A.** The inhibitory effect of *B. bifidum* Z9 on the IL-12 production of *L. acidophilus* NCFM stimulated dendritic cells was determined by ELISA testing various concentrations of *B. bifidum* Z9 (0–100 µg/ml) against a constant concentration of *L. acidophilus NCFM* (10 µg/ml). **B.** *B. bifidum* Z9 exerts inhibitory effects on the expression of *Il12* and additive effects on the expression of *Il10* in *L. acidophilus* NCFM stimulated dendritic cells in a time dependent manner. Gene expression was measured by RT-PCR 4 h and 10 h after stimulation with the indicated bacteria (*L. acidophilus* NCFM versus *L. acidophilus* NCFM+*B. bifidum* Z9 *P*<0.01). Data show results from one out of five independent experiments.

### Microarray Analysis reveals Induction of Differential Groups of Genes by *L. acidophilus* NCFM and *B. bifidum* Z9

To further analyze the differences in gene expression in DC upon stimulation with either of the two bacteria or both strains in combination, we performed genome wide microarray analysis of DC harvested 10 h after stimulation. 

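RNA of murine bone marrow-derived DC was hybridised to 12 Affymetrix mouse genome arrays, 3 each for unstimulated DC (control), DC with *L. acidophilus* NCFM, DC with *B. bifidum* Z9 and DC with both bacteria (NCFM+Z9), all harvested at 10 h. The methods give the doses as 10 µg/ml for NCFM and 40 µg/ml for Z9, whereas the labels of the deposited samples give 10 and 40 ng/ml, so the unit of the dose is open. The authors normalized the probe intensities with qspline and calculated expression indices with rma. The deposited intensities are on the linear scale, and log2 was taken of them before any test. All 45101 probe sets entered 1 limma fit of the 4 group means with 8 residual degrees of freedom, and p-values were adjusted by the Benjamini-Hochberg method over all probe sets. A gene was represented by its probe set with the highest mean signal, which gave 18194 named genes, and it was called higher or lower at an adjusted p under 0.05. Each log2 fold change below compares means of 3 arrays per group, and its error is the standard error (SE) of the fit. The 3 replicates of a group stand for DC of 3 mice according to the methods, which do not state how mice, cultures and arrays correspond, so the p-values measure the spread between these samples. The number of arrays limits the precision.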

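DC stimulated with *L. acidophilus* NCFM had 446 genes and DC stimulated with *B. bifidum* Z9 had 319 genes more than 2-fold above unstimulated DC, out of 18194 genes tested with limma. Of these genes, 266 were higher with each strain alone, against 7.82 for independent lists of these sizes, a value that ignores the shared controls. Unchanged groups sharing the controls gave an overlap of 0. The highest other regrouping of the 12 arrays gave 2. Without real changes the shared controls thus gave hardly any overlap. Neither value was matched to lists of 446 and 319 genes, so neither tells how much the shared controls add to the overlap. The 3 control arrays were not split between the strains, so part of the excess may still come from the shared controls. The largest rise with NCFM was in *Ifit1bl1*, an interferon-induced gene of the IFIT family, with a log2 fold change of 5.65 (SE 0.17), and the largest with Z9 was in *Ptgs2*, which encodes the prostaglandin-forming enzyme cyclooxygenase 2, with 5.12 (SE 0.10). *Ptgs2* rose to the same extent with NCFM (5.04). *Fabp4*, a fatty acid-binding protein gene, and *Hamp*, which encodes the iron regulator hepcidin, rose by 4.64 and 4.35 with Z9. Of 180 genes past the limit with NCFM alone, 120 were also higher with NCFM than with Z9, and of 53 past it with Z9 alone, 25 were higher with Z9 than with NCFM. For its two-way ANOVA the paper names a Monte Carlo estimate of the false discovery rate without further detail. In 1 reading, a false discovery rate of 0 estimated from 100 permutations of the arrays, the ANOVA called 5 genes higher with NCFM and 47 with Z9. In another, the median of the permutations, chosen after seeing the data, it called 314 and 214. The threshold of its test statistic over all permutations was 35.2 for NCFM and 18.0 for Z9. With the median it was 8.58 and 8.22. The counts of 5 and 47 thus rest on unequal thresholds and do not compare the strains.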

341 genes were significantly up-regulated by more than two-fold upon *L. acidophilus* NCFM stimulation, 157 upon *B. bifidum* Z9 stimulation, and of these, 145 genes were common for both strains (Figure 2). Likewise, 281 genes were significantly down-regulated by more than two fold upon stimulation with *L. acidophilus* NCFM, 186 genes upon stimulation with *B. bifidum* Z9 and of these, 175 genes were induced in DC stimulated with both strains simultaneously. 

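*Cldn1* (claudin 1) fell by 2.45 (SE 0.25) on the log2 scale with *L. acidophilus* NCFM, *Cdh1* (E-cadherin) fell by 2.21 and *Tfrc* (transferrin receptor) fell by 2.16. With *B. bifidum* Z9 the largest fall was in *Asgr2*, a C-type lectin gene, which fell by 2.88 (SE 0.085), while the creatine kinase gene *Ckb* fell by 2.75 and *Ccr2*, the receptor gene for monocyte-attracting chemokines, fell by 2.49. More than 2-fold below control were 372 genes with NCFM and 350 with Z9. Of these, 257 were lower with each strain alone, against 7.16 for independent lists. Unchanged groups sharing the controls gave an overlap of 0, and the highest other regrouping of the 12 arrays gave 4. Neither value was matched to lists of 372 and 350 genes, so neither tells how much the shared controls add to this overlap. Part of this excess too may come from these controls. NCFM alone took 115 genes past the limit, of which 30 were lower with NCFM than with Z9, and Z9 alone took 93, of which 42 were lower with Z9 than with NCFM. In NCFM+Z9, 451 genes were higher and 489 lower than in control by more than 2-fold. By the two-way ANOVA of the methods, 3 genes were lower with NCFM and 47 with Z9 over all permutations. The thresholds of its test statistic there were 35.2 and 18.0, so these counts do not compare the strains. With the median of the permutations, chosen after seeing the data, 291 and 277 were lower. The paper leaves the Monte Carlo step open.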

The data generated are deposited in NCBI's Gene Expression Omnibus (PMID: 11752295) and are accessible through GEO Series accession number GSE20302. A Parametric Gene Set Enrichment (PGSEA) of GO terms revealed that the responses of the DCs upon stimulation with *L. acidophilus* NCFM and *B. bifidum* Z9 were similar (Fig. 2B). 

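Both strains raised antiviral genes and lowered genes of ribosome production, in gene lists that stand in for GO terms. All 33 antiviral interferon-stimulated genes were higher with *L. acidophilus* NCFM, with *B. bifidum* Z9 and with NCFM+Z9, and as many when adjusted over the list alone, with median log2 fold changes of 2.35, 1.84 and 2.23 (camera in limma, adjusted p = 3.2e-39, 9.3e-34 and 5.6e-34). All 24 genes of ribosome biogenesis were lower in each stimulation, also when adjusted over the list alone, led by *Dkc1*, which encodes the pseudouridine synthase dyskerin, at -2.07 with NCFM and -2.09 with Z9. Of 26 genes of cellular respiration, 19, 18 and 19 were lower with NCFM, Z9 and NCFM+Z9 (21, 18 and 19 adjusted over the list alone) and 1 was higher in NCFM+Z9. *Idh3a* of the citrate cycle fell by 1.56 with NCFM and fell by 1.18 with Z9. Of 18 cytosolic ribosomal protein genes, 11, 11 and 12 were lower (11, 11 and 14 adjusted over the list alone). With the correlation between genes estimated from the arrays, the antiviral and ribosome biogenesis shifts held (adjusted p of 0.017 to 0.028), whereas those of respiration (0.090, 0.10 and 0.12) and of ribosomal proteins (0.18 to 0.23) did not. Across the 18194 genes the fold changes of the strains against the same controls correlated at r = 0.90 (simulated unchanged groups 0.504), with a covariance of 0.173 (simulated 0.00445), and 81.2% had the same sign (simulated 66.7%); genes are not independent replicates.

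**Figure D1:**
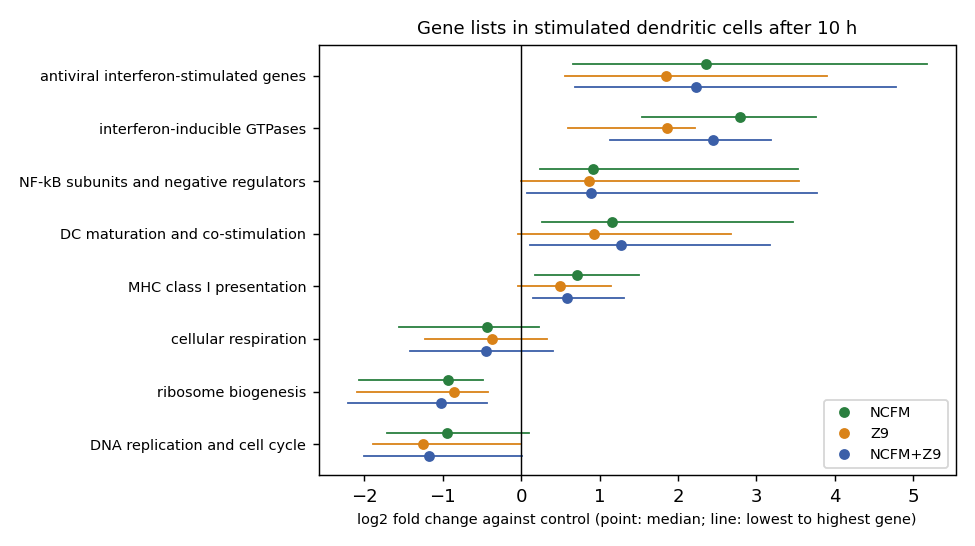
Log2 fold change against unstimulated DC at 10 h of the genes of 8 lists, for DC with NCFM (green), Z9 (orange) and NCFM+Z9 (blue). Points are the medians over the measured genes of a list and lines run from the lowest to the highest gene; the medians of the antiviral genes are 2.35, 1.84 and 2.23, and those of ribosome biogenesis -0.93, -0.85 and -1.02.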

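Antiviral genes rose further with *L. acidophilus* NCFM than with *B. bifidum* Z9, and the interferon-inducible GTPases did so in every member. Of 33 antiviral interferon-stimulated genes, 24 were higher with NCFM than with Z9 (29 adjusted over the list alone), with a median difference of 0.56 in log2 (camera, adjusted p = 1.5e-34, and 0.037 with an estimated correlation). The largest differences were in *Ifit3* (1.62, SE 0.14, adjusted p = 1.4e-04), the nucleotide kinase gene *Cmpk2* (1.53, SE 0.19, adjusted p = 1.0e-03) and *Tlr3*, the receptor gene for double-stranded RNA (1.37, SE 0.19, adjusted p = 0.0019). All 9 GTPase genes were higher, also when adjusted over the list alone, with a median of 0.98 and up to 1.89 for *Iigp1*, although the estimated correlation gave an adjusted p of 0.055. Among 17 Toll-like and NOD receptor and adaptor genes, *Nod1* (0.70), *Myd88* (0.62) and *Tlr2* (0.44) were higher (4 adjusted over the list alone), the last with an adjusted p of 0.0501 to 0.091 without NCFM replicate 2, NCFM replicate 3, Z9 replicate 1, Z9 replicate 2 or Z9 replicate 3, with a list median of 0.13 and an adjusted p of 0.098 with the estimated correlation. The first Z9 array had antiviral genes 0.27 (median log2) above the mean of the other 2 Z9 arrays. Marker genes of plasmacytoid DC also differed, *Tcf4* (0.72, but 0.058 to 0.088 in adjusted p without NCFM replicate 1, NCFM replicate 3, Z9 replicate 2 or Z9 replicate 3) and *Pacsin1* (0.54) of 7 being higher with NCFM (2 adjusted over the list alone; list median 0.076, adjusted p = 0.0054, and 0.057 with the estimated correlation).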

“Response to virus” was the only GO term enrichment significantly higher up-regulated (P-value = 0.003) in DC stimulated with *L. acidophilus* NCFM compared to DC stimulated with *B. bifidum* Z9. 

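DC exposed to *L. acidophilus* NCFM raised genes of DC maturation and of NF-kB signalling throughout, and most of these genes also rose with *B. bifidum* Z9. All 15 genes of DC maturation and co-stimulation were higher than in control, also when adjusted over the list alone, with a median log2 fold change of 1.16. *Cd40*, whose product receives T cell help, rose by 3.47 (SE 0.16), the T cell co-stimulator gene *Cd70* by 2.69 (SE 0.10) and *Cd86* by 1.96 (SE 0.18). All 16 NF-kB subunit and regulator genes were higher, also when adjusted over the list alone, with a median of 0.91, led by *Nfkbiz* (3.53). With Z9 13 of the 15 maturation genes and 13 of the 16 NF-kB genes were higher (13 and 13 adjusted over the list alone), with medians of 0.93 and 0.86. Of 17 receptor and adaptor genes for microbial products, 10 were higher and 4 lower with NCFM (as many adjusted over the list alone), led by *Tlr1* (1.51). With Z9 6 of them were higher and 4 lower (7 and 4 adjusted over the list alone). The shift of the NF-kB list held with an estimated correlation (camera, adjusted p = 0.0013 with NCFM and 0.0029 with Z9), and those of DC maturation (0.062 and 0.093) and, with NCFM, of the receptors (0.15) did not. The NF-kB list was not called between the strains (median 0.042, adjusted p = 0.19; 3 genes higher with NCFM and 2 with Z9, 4 and 2 adjusted over the list alone). Between NCFM and Z9, 2 of the 15 maturation genes differed (4 adjusted over the list alone), *Icam1* by 0.70 (adjusted p = 0.0032) and *Cd40* by 0.80 (adjusted p = 0.019). The *Cd40* difference had an adjusted p of 0.064 to 0.089 without NCFM replicate 2, NCFM replicate 3, Z9 replicate 2 or Z9 replicate 3.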

Detailed study of the expression of individual genes revealed that *L. acidophilus* NCFM induced a pro-inflammatory response with a Th1 skewing profile. By contrast, *B. bifidum* Z9 induced a more Th2 skewed response and mainly up-regulated genes related to the innate immune response (Table 2, 3, 4 and 5).

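Some genes linked to Th2 responses and most of the inflammatory effector genes tested were higher with each strain than in control, though the shift of the effector list was not called with an estimated correlation. Of 13 Th2-associated DC factors, 8 were higher with *B. bifidum* Z9 and 7 with *L. acidophilus* NCFM than in control (9 and 9 adjusted over the list alone), with medians of 0.38 and 0.26 in log2 (estimated correlation, adjusted p = 0.018 and 0.017). The list as a whole was not called between the strains (median -0.011, adjusted p = 0.61). Within it *Cxcl1* and *Il33* were higher with Z9, whereas *Tslp*, which encodes the Th2-driving thymic stromal lymphopoietin, was higher with NCFM by 1.69 (SE 0.11, adjusted p = 4.5e-05); adjusted over the list alone, 4 were higher with Z9 and 1 with NCFM. Of 20 inflammatory effector and acute-phase genes, 16 were higher and 1 lower than control with each strain (17 and 16 higher with Z9 and NCFM, adjusted over the list alone). With Z9 the acute-phase gene *Saa3* rose by 3.46 (SE 0.20), the complement gene *Cfb* by 3.01 and *Nos2*, the inducible nitric oxide synthase, by 2.87. The median of this list was 1.29 with Z9 and 1.09 with NCFM. Between the strains 2 genes were higher with Z9 and 1 with NCFM (5 and 1 adjusted over the list alone), with a median of -0.26 for NCFM against Z9 and an adjusted p of 0.011 in camera. With the estimated correlation the adjusted p was 0.083 and 0.090 against control and 0.48 between the strains.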

**Figure 2:**
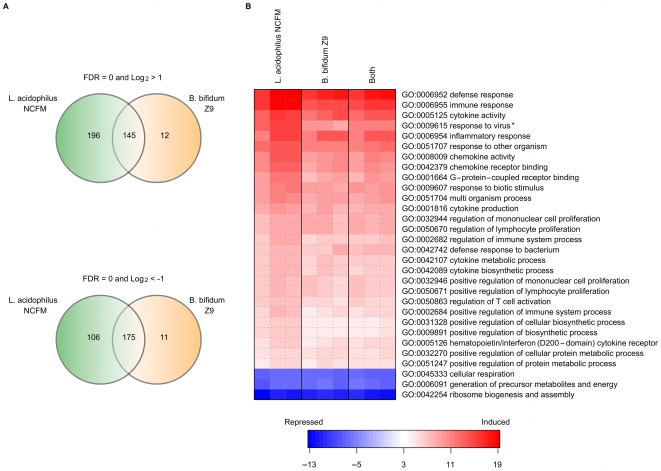
Microarray analysis of dendritic cells stimulated with *Lactobacillus acidophilus* NCFM and *Bifidobacterium bifidum* Z9. Up- and downregulation of genes upon incubation of dendritic cells with *L. acidophilus* NCFM and *B. bifidum* Z9, respectively, and both strains in combination. A. Venn diagram depicting the distinct up- and down regulation and overlap of genes. Only genes with an absolute fold change greater than 2 were included. B. Parametric Gene Set Enrichment of Gene Ontology (GO) Biological Process terms of the top 30 most significant GO terms comparing *L. acidophilus* NCFM vs. control (no stimulation). Blue indicates repression of the genes, white indicates no change and red indicates induction of the genes in the GO term. Only the GO term “response to virus” was significantly different (*) when comparing *L. acidophilus NCFM* and *B. bifidum Z9* responses.

**Table 2:** Inhibitory Effects of *Bifidobacterium bifidum* Z9 on the Chemokine Expression in *Lactobacillus acidophilus* NCFM stimulated Dendritic Cells.

Ensembl Gene Nr.	Annotation	*L. acidophilus*	*B. bifidum*	*L. acidophilus *+ *B. bifidum*	Name
00000029417	*Cxcl9*	4.0	1.8	2.2	CXC ligand 9
00000034855	*Cxcl10*	5.2	2.9	4.3	CXC ligand 10
00000060183	*Cxcl11*	3.6	0.96	2.2	CXC ligand 11
00000000982	*Ccl3*	1.0	0.61	0.75	CC ligand 3
00000018930	*Ccl4*	1.1	0.075	0.63	CC ligand 4
00000035373	*Ccl7*	2.8	1.5	2.3	CC ligand 7
00000035352	*Ccl12*	2.8	0.86	1.0	CC ligand 12

Data indicates gene expression fold changes of dendritic cells stimulated with *L. acidophilus* NCFM, *B. bifidum* Z9 and both strains in combination in comparison with un-stimulated dendritic cells measured on Affymetrix microarrays. Foldchanges are log_2_ relative to control.

**Table 3:** Additive Effects of *Bifidobacterium bifidum* Z9 on the Chemokine Expression in *Lactobacillus acidophilus* NCFM stimulated Dendritic Cells.

Ensembl Gene Nr.	Annotation	*L. acidophilus*	*B. bifidum*	*L. acidophilus *+ *B. bifidum*	Name
00000029380	*Cxcl1*	3.2	4.5	4.7	CXC ligand 1
00000058427	*Cxcl2*	1.7	2.3	2.2	CXC ligand 2
00000029371	*Cxcl5*	3.5	4.2	4.4	CXC ligand 5

Data indicates gene expression fold changes of dendritic cells stimulated with *L. acidophilus* NCFM, *B. bifidum* Z9 and both strains in combination in comparison with un-stimulated dendritic cells measured on Affymetrix microarrays. Foldchanges are log_2_ relative to control.

**Table 4:** Inhibitory Effects of *Bifidobacterium bifidum* Z9 on the Cytokine Expression in *Lactobacillus acidophilus* NCFM stimulated Dendritic Cells.

Ensembl Gene Nr	Annotation	*L. acidophilus*	*B. bifidum*	*L. acidophilus *+ *B. bifidum*	Name
00000048806	*Ifnb1*	2.5	0.9	0.48	Interferon beta 1
00000004296	*Il12b*	5.5	4.3	5	Interleukin 12b
00000031712	*Il15*	2.7	1.8	2.4	Interleukin 15
00000024401	*Tnf*	2.1	1.3	1.7	Tumor necrosis factor alpha
00000039217	*Il18*	2.0	1.0	1.4	Interleukin 18
00000025383	*Il23a*	1.0	0.37	0.68	Interleukin 23a
00000027776	*Il12a*	0.77	0.6	0.59	Interleukin 12a

Data indicates gene expression fold changes of dendritic cells stimulated with *L. acidophilus* NCFM, *B. bifidum* Z9 and both strains in combination in comparison with un-stimulated dendritic cells measured on Affymetrix microarrays. Foldchanges are log_2_ relative to control.

**Table 5:** Additive Effects of *Bifidobacterium bifidum* Z9 on the Cytokine Expression in *Lactobacillus acidophilus* NCFM stimulated Dendritic Cells.

Ensembl Gene Nr	Annotation	*L. acidophilus*	*B. bifidum*	*L. acidophilus *+ *B. bifidum*	Name
00000016529	*Il10*	2.5	3.0	3.6	Interleukin 10
00000025746	*Il6*	4.0	5.0	5.1	Interleukin 6
00000027399	*Il1a*	2.2	2.3	2.4	Interleukin 1 alpha
00000027398	*Il1b*	2.1	2.3	2.3	Interleukin 1 beta
00000024810	*Il33*	0.76	1.8	2.3	Interleukin 33

Data indicates gene expression fold changes of dendritic cells stimulated with *L. acidophilus* NCFM, *B. bifidum* Z9 and both strains in combination in comparison with un-stimulated dendritic cells measured on Affymetrix microarrays. Foldchanges are log_2_ relative to control.

One of the main differences observed comparing the stimulatory patterns of *L. acidophilus* NCFM and *B. bifidum* Z9 was the induction of chemokine encoding genes (Table 2 and 3). 

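With *L. acidophilus* NCFM the signal of *Cxcl9* rose from 271 ± 67 to 4295 ± 214 (SD, 3 arrays each), that of *Cxcl10* from 462 ± 21 to 16547 ± 1817 and that of *Cxcl11* from 211 ± 27 to 2570 ± 730. These are log2 fold changes of 4.01 (SE 0.26), 5.16 (SE 0.25) and 3.58 (SE 0.25). With *B. bifidum* Z9 the same genes reached 958 ± 364, 3701 ± 1878 and 426 ± 162, log2 fold changes of 1.79, 2.89 and 0.96 against control. NCFM exceeded Z9 by 2.23 for *Cxcl9* (adjusted p = 7.4e-04), 2.27 for *Cxcl10* (5.4e-04) and 2.62 for *Cxcl11* (2.5e-04). The first Z9 array lay above the mean of the other 2 Z9 arrays in these genes, by a median of 0.88. Without it the rise of *Cxcl11* with Z9 was 0.66 (adjusted p = 0.055), and without control replicate 3 it was 0.86 (0.056). The dimmer probe sets of *Cxcl9* and *Cxcl11* were not called with Z9 (0.28 and -0.04). All 3 genes were higher with each strain, also when adjusted over the list alone, which is not independent evidence because the study chose them on these arrays.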

A clear trend towards an up-regulation of chemokines involved in attraction of Th1 cells (*Cxcl9*, *Cxcl10* and *Cxcl11*) and/or monocytes/macrophages (*Ccl3*, *Ccl4*, *Ccl7* and *Ccl12*) upon stimulation with *L. acidophilus* NCFM emerged, whereas *B. bifidum* Z9 gave rise to a much lower gene induction of Th1 recruiting chemokines (55% reduction of *Cxcl9*, 44% reduction of *Cxcl10* and 73% reduction of *Cxcl11* compared to DC stimulated with *L. acidophilus NCFM*). 

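Monocyte- and macrophage-attracting chemokine genes responded more to *L. acidophilus* NCFM than to *B. bifidum* Z9, and by unequal amounts. With NCFM *Ccl12* rose by 2.79 (SE 0.20) in log2, *Ccl7* by 2.76 (SE 0.27), *Ccl4* by 1.12 (SE 0.09) and *Ccl3* by 1.04 (SE 0.074). With Z9 *Ccl7* rose by 1.48 (adjusted p = 0.0018), *Ccl12* by 0.86 (adjusted p = 0.0088) and *Ccl3* by 0.61 (adjusted p = 8.7e-05), and *Ccl4* was not called (0.075, adjusted p = 0.64, and -0.019 without Z9 replicate 3). The difference between the strains was 1.93 (adjusted p = 4.0e-04) for *Ccl12*, 1.04 (adjusted p = 1.4e-04) for *Ccl4*, 1.28 (adjusted p = 0.020) for *Ccl7* and 0.44 (adjusted p = 0.0057) for *Ccl3*. That of *Ccl7* had an adjusted p of 0.060 to 0.092 without NCFM replicate 2, NCFM replicate 3, Z9 replicate 1 or Z9 replicate 2, and of 0.076 when fitted on the NCFM and Z9 arrays alone. Relative to NCFM, the log2 response to Z9 was smaller by 42.1% for *Ccl3*, 46.4% for *Ccl7*, 69.3% for *Ccl12* and 93.3% for *Ccl4*.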

The gene expression of the monocytes/macrophages attracting chemokines was likewise much lower, from no up-regulation (*Ccl4*) to approximately 50% of the up-regulation (*Ccl3*, *Ccl4* and *Ccl7*) detected after stimulation with *L. acidophilus*. In contrast, stimulation of DC with *B. bifidum* Z9 resulted in the highest up-regulation of chemokines involved in the attraction of neutrophils (*Cxcl1*, *Cxcl2*, and *Cxcl5*), although these genes were also up-regulated, yet to a lower extent, in *L. acidophilus* NCFM stimulated cells (70–80% up-regulation compared to *B. bifidum* Z9 stimulated cells).

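*Cxcl1*, *Cxcl2* and *Cxcl5* rose with each strain, and 2 of them rose further with *B. bifidum* Z9. *Cxcl1* was at 640 ± 9.29 in control, 2662 ± 465 with *L. acidophilus* NCFM and 6133 ± 1105 with Z9 (SD, 3 arrays each), log2 fold changes of 2.04 and 3.24 (SE 0.16) and a difference of -1.20 between NCFM and Z9 (adjusted p = 0.0015). *Cxcl2* rose by 1.71 and 2.26 (SE 0.093), with a difference of -0.55 (0.0061). *Cxcl5* rose by 3.52 and 4.20 (SE 0.21), and its difference of -0.68 was not called (0.12, and 0.047 without NCFM replicate 3 and 0.030 with a replicate block); adjusted over the list alone all 3 differed, which is not independent evidence. The log2 response to NCFM was 62.9%, 75.7% and 83.7% of that to Z9. The other probe sets of *Cxcl1* gave 4.55 and 0.82 with Z9.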

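DC with NCFM+Z9 had lower *Cxcl9* and *Cxcl11* and higher *Cxcl1* and *Cxcl2* than DC with *L. acidophilus* NCFM alone. *Cxcl9* was at 1244 ± 396 with both bacteria, -71.9% against NCFM, or -1.83 in log2 (SE 0.26, adjusted p = 0.0034). *Cxcl11* was at 971 ± 185 (-1.38, SE 0.25, adjusted p = 0.014), with an adjusted p of 0.053 to 0.071 without NCFM replicate 2, NCFM replicate 3, NCFM+Z9 replicate 2 or NCFM+Z9 replicate 3. *Cxcl10* was at 9067 ± 337, and its difference of -0.86 was not called (SE 0.25, adjusted p = 0.12). It was called on the NCFM and NCFM+Z9 arrays alone (0.0029) and in the fits without Z9 replicate 1 (0.0017) or Z9 replicate 2 (0.048), whose spread enters the shared variance. *Cxcl1* exceeded NCFM by 1.32 (SE 0.16, adjusted p = 0.0015) and *Cxcl2* by 0.54 (0.0096, and 0.052 without NCFM+Z9 replicate 2), whereas *Cxcl5* was not called (0.84, adjusted p = 0.072, and 0.034 without NCFM replicate 3 and 0.014 with a replicate block). Against *B. bifidum* Z9 alone, *Cxcl1* (0.12), *Cxcl2* (-0.0098) and *Cxcl5* (0.15) were not called. *Cxcl1* and *Cxcl5* were higher in NCFM+Z9 within each of the 3 replicate numbers, and with a replicate block without the NCFM arrays, chosen after seeing the data, their adjusted p was 0.84 and 0.80.

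**Figure D2:**
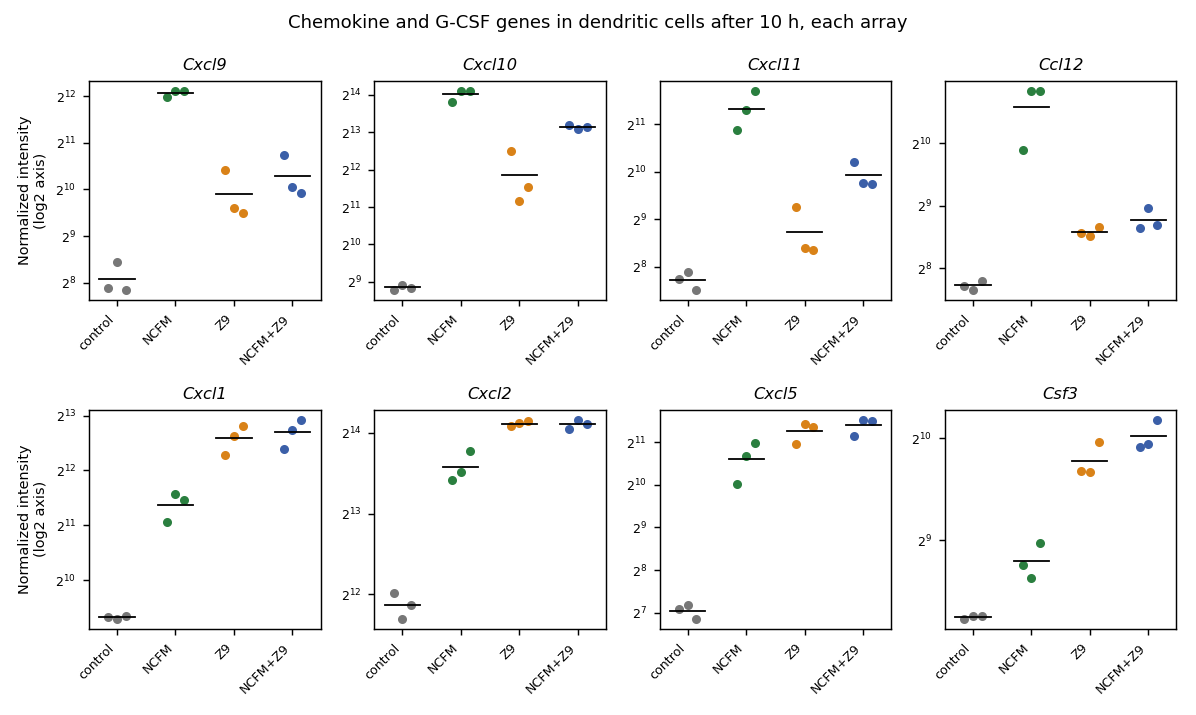
Normalized intensity on a log2 axis of 8 genes in DC at 10 h, each point an array and each line the mean of the log2 values of its group. *Cxcl9*, *Cxcl10*, *Cxcl11* and *Ccl12* are highest with NCFM, and *Cxcl1*, *Cxcl2*, *Cxcl5* and *Csf3* are highest with Z9 or NCFM+Z9.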

When both strains were added in combination, *B. bifidum* Z9 exerted inhibitory effects on the expression of the Th1 attracting chemokines induced by *L. acidophilus* NCFM (*Cxcl9*, *Cxcl10* and *Cxcl11*) and additive effects on the neutrophil recruiting chemokines mostly induced by *B. bifidum* Z9 (*Cxcl1*, *Cxcl2*, and *Cxcl5*). It can be concluded that co-stimulation of DC with *L. acidophilus* NCFM and *B. bifidum* Z9 has a significant inhibitory effect on the gene expression of chemokines leading to an abrogation of the pro-inflammatory and Th1 polarizing response induced by *L. acidophilus* NCFM. 

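Beyond the T cell- and neutrophil-attracting chemokines, *Ccl12* fell by 1.75 in log2 from *L. acidophilus* NCFM alone to NCFM+Z9 (SE 0.20, adjusted p = 0.0011), a change of -70.2%, and stood near its level with *B. bifidum* Z9 alone. *Ccl4* fell by 0.49 (SE 0.09, adjusted p = 0.015), with an adjusted p of 0.052 to 0.069 without NCFM replicate 2, NCFM replicate 3, NCFM+Z9 replicate 1, NCFM+Z9 replicate 2 or NCFM+Z9 replicate 3. *Ccl3* (-0.29, adjusted p = 0.067, and 0.0499 with a replicate block) and *Ccl7* (-0.51, adjusted p = 0.56) were not called, the latter having -0.91 (0.016) without NCFM replicate 1. Of 18 other chemokine genes, only *Cx3cl1*, which encodes fractalkine, was lower (-0.79, SE 0.10, adjusted p = 0.0019; 2 lower and 1 higher adjusted over the list alone), and the list did not shift (camera, adjusted p = 0.35). The medians of the Th1- and monocyte-attracting chemokines were -1.38 (3 genes, 2 lower) and -0.50 (4 genes, 2 lower), with 3 and 3 lower adjusted over the list alone, which is not independent evidence. From the lower chemokine expression in co-stimulated DC, the paper concludes that *B. bifidum* Z9 suppressed the Th1 response to NCFM.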

In analogy with the neutrophil attracting chemokine profiles, *B. bifidum* Z9 strongly induced, and furthermore had an additive effect on the *L. acidophilus* NCFM-induced expression of the gene encoding granulocyte colony-stimulating factor (G-CSF), which is important for the proliferation and differentiation of neutrophil precursors and mature neutrophils [30] (data not shown). 

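*Csf3*, the gene encoding G-CSF, was at 304 ± 2.89 in control, 444 ± 54 with *L. acidophilus* NCFM, 876 ± 103 with *B. bifidum* Z9 and 1036 ± 107 with both bacteria (SD, 3 arrays each). It rose by 1.52 (SE 0.10, adjusted p = 9.4e-07) with Z9 and by 0.54 (SE 0.10, adjusted p = 0.0019) with NCFM, and NCFM+Z9 exceeded NCFM by 1.23 (SE 0.10, adjusted p = 1.6e-04). Its log2 fold change with both bacteria, 1.76, was close to 1.73, the value that the summed increases over control would give. Against Z9 alone the difference of 0.24 was not called (adjusted p = 0.77, and 0.22 with a replicate block without the NCFM arrays, chosen after seeing the data), though *Csf3* was higher in NCFM+Z9 within each of the 3 replicate numbers. *Csf2*, which encodes GM-CSF, was also higher in NCFM+Z9 than with NCFM (0.53, SE 0.068, adjusted p = 0.0021), while *Csf1*, which encodes M-CSF, was lower (-0.50, adjusted p = 0.019, and 0.063 to 0.085 without NCFM replicate 2, NCFM replicate 3, NCFM+Z9 replicate 1, NCFM+Z9 replicate 2 or NCFM+Z9 replicate 3). Of 9 colony-stimulating factors and receptors, these were the only calls (2 higher and 1 lower, as many adjusted over the list alone).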

Gene expression results obtained by microarray analysis were confirmed for *Cxcl10*, *Ccl12*, *Cxcl1* and *Cxcl2* by Real-Time PCR (Figure 3). With both strains in combination, *B. bifidum* Z9 significantly down-regulated the *L. acidophilus* NCFM induced expression of the Th1 attracting chemokine *Cxcl10* by 90% and the expression of the monocyte and macrophage recruiting chemokine *Ccl12* by 85%, whereas the effect on the *Cxcl1* chemokine was additive (30% induction in comparison to *B. bifidum* Z9 alone). With both strains in combination, the chemokine *Cxcl2* was expressed at a lower level which is comparable to the level of *Cxcl2* expressed by DC stimulated with *B. bifidum* Z9 alone.

**Figure 3:**
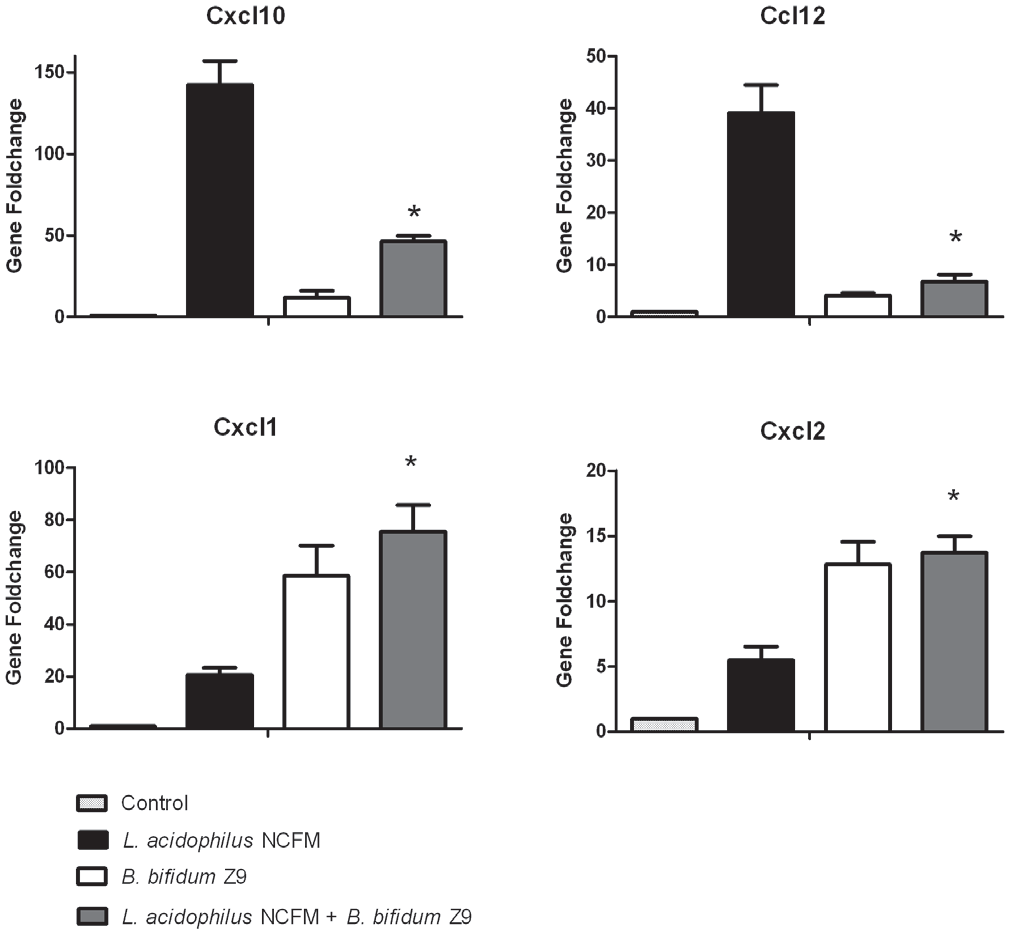
Induction of chemokines in *Lactobacillus acidophilus* NCFM and *Bifidobacterium bifidum* Z9 stimulated dendritic cells. Gene expression analysis of the chemokines *Cxcl10*, *Ccl12*, *Cxcl1* and *Cxcl2* in dendritic cells upon stimulation with *L. acidophilus* NCFM, *B. bifidum* Z9 or the two bacteria in combination and unstimulated dendritic cells (control) was performed by RT-PCR after 10 h of stimulation (*L. acidophilus* NCFM+*B. bifidum* Z9 versus *L. acidophilus* NCFM, *P*<0.01).

Also regarding the expression of cytokine genes, a clear distinction between the two stimulation regimes was observed (Table 4 and 5). The pro-inflammatory and/or Th1 inducing cytokine genes *Ifnb1*, *Il12*, *Il18*, and *Tnf* were strongly up-regulated only in *L. acidophilus* NCFM stimulated DC, whereas *B. bifidum* Z9 strongly up-regulated the cytokines *Il10*, *Il15*, *Il1b* and *Il33*. Thus, when DC were stimulated with both strains simultaneously, the inhibitory pattern was similar to the one observed for chemokines, as the pro-inflammatory cytokine genes induced by *L. acidophilus* NCFM were significantly down-regulated. 

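*Il12b*, *Tnf* and *Il18* rose with each strain, *Ifnb1* rose with *L. acidophilus* NCFM only, and *Il10*, *Il1b* and *Il33* rose with each strain. *Ifnb1* was 2.52 above control with NCFM in log2 (SE 0.19, adjusted p = 1.7e-06) and 0.092 with *B. bifidum* Z9 (adjusted p = 0.80), and the difference was 2.43 (adjusted p = 7.7e-05). *Il12b* rose by 4.12 with NCFM and 3.70 with Z9 (SE 0.16) and the difference was not called (0.41, adjusted p = 0.26), but it was on a second probe set (1.22, adjusted p = 0.0026) and without control replicate 1 (0.027). *Il12a* rose by 0.77 and 0.60, *Tnf* by 2.06 and 1.33 and *Il18* by 2.00 and 1.01, and for *Tnf* and *Il18* NCFM exceeded Z9 by 0.74 (adjusted p = 2.5e-04) and 0.99 (adjusted p = 0.0016). *Il15* rose by 2.71 with NCFM and 1.84 with Z9, higher with NCFM by 0.87 (adjusted p = 0.015), and with an adjusted p of 0.063 to 0.082 without NCFM replicate 2, NCFM replicate 3, Z9 replicate 2 or Z9 replicate 3. *Il10* (2.49 and 2.98; difference -0.49 (adjusted p = 0.22)) and *Il1b* (2.14 and 2.34; difference -0.19 (adjusted p = 0.38)) were not called between the strains, whereas *Il33* was higher with Z9 (NCFM against Z9 -1.02, adjusted p = 0.0024).

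**Figure D3:**
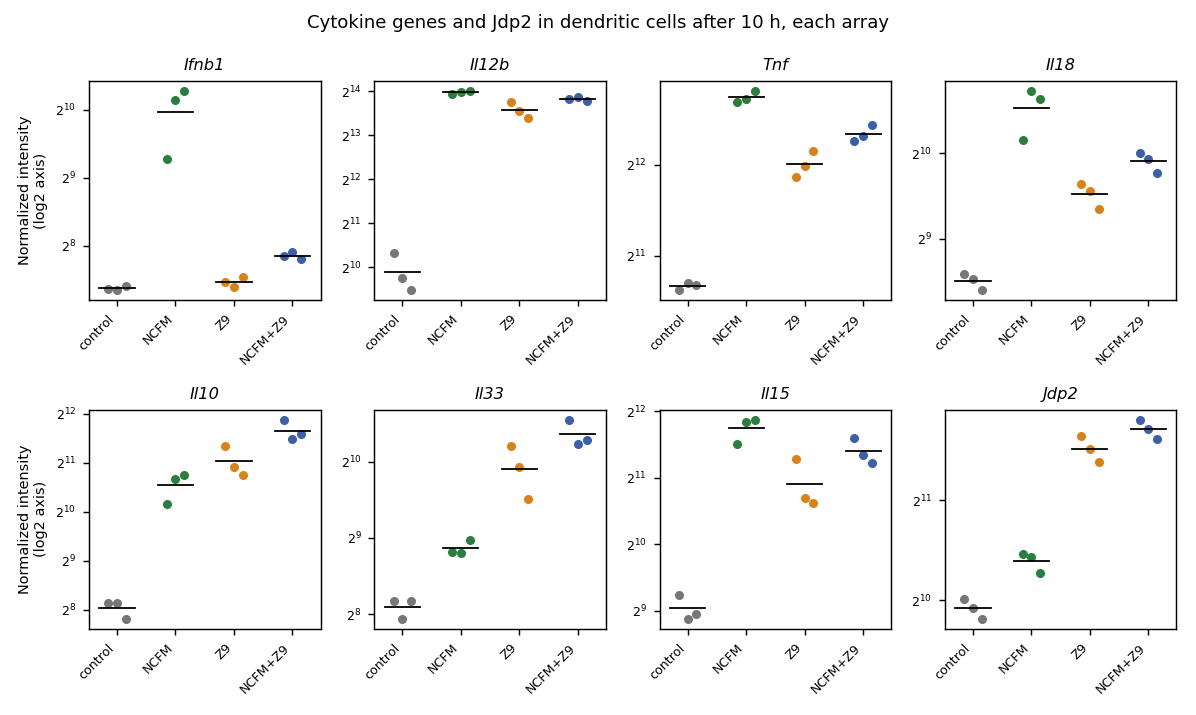
Normalized intensity on a log2 axis of 7 cytokine genes and *Jdp2* in DC at 10 h, each point an array and each line the mean of the log2 values of its group. *Ifnb1* is above its control level on all 3 NCFM arrays and near it with Z9, and *Il33* and *Jdp2* are highest with Z9 or NCFM+Z9.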

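Of the cytokine genes of Table 4, *Tnf* and *Il18* joined *Ifnb1* in being lower in NCFM+Z9 than with *L. acidophilus* NCFM, by small amounts. *Tnf* fell by 0.40 in log2 (SE 0.071, adjusted p = 0.012) and *Il18* fell by 0.61 (SE 0.13, adjusted p = 0.037). The call of *Tnf* was lost (0.052 to 0.060) without NCFM replicate 3, NCFM+Z9 replicate 1 or NCFM+Z9 replicate 2. That of *Il18* was lost (0.053 to 0.17) without control replicate 2, NCFM replicate 2, NCFM replicate 3, Z9 replicate 2, NCFM+Z9 replicate 1, NCFM+Z9 replicate 2 or NCFM+Z9 replicate 3, and on the NCFM and NCFM+Z9 arrays alone (0.066). *Il12b* (-0.16, adjusted p = 0.88), *Il12a* (-0.18, adjusted p = 0.59), *Il15* (-0.35, adjusted p = 0.52) and *Il23a* (-0.35, adjusted p = 0.28) were not called. All 7 genes had values below 0, with a median of -0.35, and 4 were lower when adjusted over the list alone, which is not independent evidence because the study chose the list on these arrays. Against *B. bifidum* Z9 alone, *Tnf* differed by 0.34 in NCFM+Z9, which was not called (adjusted p = 0.14, and 0.036 with a replicate block).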

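Among called genes whose groups did not overlap, *Ifnb1* had the largest fall between *L. acidophilus* NCFM alone and NCFM+Z9. Its signal was 165 ± 3.21 in unstimulated DC, 994 ± 329 with NCFM, 176 ± 8.5 with *B. bifidum* Z9 and 230 ± 9.07 with both bacteria (SD, 3 arrays each). From NCFM to NCFM+Z9 it fell by 2.05 in log2 (SE 0.19, adjusted p = 3.1e-04), a change of -75.8% in signal and a reduction of the log2 response by 81.1%, and the call held without any 1 array. What remained over control in NCFM+Z9, 0.48, was not called over all arrays (adjusted p = 0.096) and was called when the NCFM arrays were left out (5.4e-04) or without NCFM replicate 1 (7.7e-05). The next largest falls outside the chemokines were in *Ccr2* (-1.77, SE 0.17, adjusted p = 4.4e-04), *Asgr2* (-1.42) and *Tslp* (-1.39).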

The most definite inhibitory effect of *B. bifidum* Z9 was detected for the gene encoding IFN-β, as it was down-regulated by 81%. In contrast, simultaneous stimulation with the two bacteria led to a higher expression of *Il10*, *Il15*, *Il1b* and *Il33* compared to DC stimulated with *B. bifidum* Z9 alone. 

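*Il10*, *Il15* and *Il33* lay above their level with *B. bifidum* Z9 alone in NCFM+Z9, but none of the differences was called, and *Il1b* lay below it. Within each of the 3 replicate numbers *Il10*, *Il15* and *Il33* were higher in NCFM+Z9 than with Z9, and *Il1b* was lower. The differences were 0.64 in log2 for *Il10* (SE 0.18, adjusted p = 0.36), 0.52 for *Il15* (SE 0.17, adjusted p = 0.53), 0.47 for *Il33* (SE 0.15, adjusted p = 0.47) and -0.077 for *Il1b* (SE 0.089). A replicate block over the control, Z9 and NCFM+Z9 arrays, chosen after seeing the data, called *Il10* (adjusted p = 0.037) and *Il15* (0.039). Of the 5 cytokine genes of Table 5, 0 were called by limma (2 higher at an unadjusted p under 0.05 and 2 adjusted over the list alone, which is not independent evidence), and the median was 0.085 (camera, adjusted p = 0.051).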

The strongest additive effect upon co-stimulation with the two bacteria was detected for *Il33*, a cytokine important for the activation of NFkB, MAPK kinases, and the production of Th2-associated cytokines [7].

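*Il33* was at 275 ± 25 in control, 465 ± 31 with *L. acidophilus* NCFM, 960 ± 225 with *B. bifidum* Z9 and 1315 ± 157 in NCFM+Z9 (SD, 3 arrays each). It rose by 0.76 (SE 0.15, adjusted p = 0.0022) with NCFM and by 1.78 (SE 0.15, adjusted p = 4.7e-06) with Z9, and NCFM+Z9 exceeded NCFM by 1.49 (SE 0.15, adjusted p = 4.6e-04). The log2 fold change with both bacteria, 2.26, lay above 2.05, the value that the summed increases over control would give, and its distance from the product of the single folds was not called (interaction -0.29, SE 0.21, adjusted p = 0.53). *Il10* exceeded NCFM by 1.12 (SE 0.18, adjusted p = 0.0067), and its 3.62 with both bacteria compares with 3.64 from the summed increases. *Il6* (4.91 with NCFM and 5.01 with Z9), *Il1a* (2.23 and 2.35) and *Il1b* did not rise further in NCFM+Z9 (0.18, 0.14 and 0.11 against NCFM, not called). For *Il6* and *Il1b* the summed increases, 5.94 and 3.08 over control, would need about the signal of the brightest gene with both strains (35064) or more. The full additive rise of these 2 genes could therefore hardly show. With both bacteria they stood at 19719 and 21597, so part of it had room below that brightest gene. Against Z9 they differed by 0.085 and -0.077. *Il1a* reached 2.38 with both bacteria, against 3.14 from the summed increases.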

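Of 446 genes raised more than 2-fold by *L. acidophilus* NCFM, 57 were lower and 36 higher in NCFM+Z9 than with NCFM alone, 9 of them lower by more than 2-fold (limma). Among all genes 33 rose and 24 fell more than 2-fold between NCFM and NCFM+Z9. The rises were led by *Fabp4* (2.31, SE 0.17, adjusted p = 8.4e-05), the metalloproteinase inhibitor gene *Timp1* (1.91) and *Hamp* (1.78), *Cd72* (1.46) also rose, and the falls included the lipid antigen-presenting gene *Cd1d1* (-1.29) and *Egr2* (-1.31). The number of NCFM-raised genes that were lower was 33 without NCFM replicate 2, 26 without NCFM replicate 3, 28 without NCFM+Z9 replicate 2, 28 without NCFM+Z9 replicate 3, and 96 when only the NCFM and NCFM+Z9 arrays were fitted. The two-way ANOVA of the methods called 0 of them over all permutations and 6 with the median of the permutations, chosen after seeing the data, whereas 163 were lower and 68 higher at an unadjusted p under 0.05 in limma.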

Interestingly, microarray analysis revealed that only *B. bifidum* Z9 was able to down-regulate the expression of the genes induced by *L. acidophilus* NCFM in murine DC. This effect was not observed vice versa. 

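Adding *L. acidophilus* NCFM lowered 0 of the 319 genes that *B. bifidum* Z9 raised more than 2-fold, with 1 lower at an unadjusted p under 0.05 and 0 by the methods' ANOVA, and raised 13 further (174 at an unadjusted p). The median log2 difference of these genes between NCFM+Z9 and Z9 was 0.29. Among all genes, 21 were higher and 4 lower than with Z9 (832 and 573 at an unadjusted p under 0.05), and 5 were higher by more than 2-fold: the protease gene *Htra4* (1.63), *Ifit1bl1* (1.14), *Calhm6* (1.13), the heat shock gene *Hspa1a* (1.06) and *Ifit3* (1.05). These 5 calls rested on few arrays: the count was 12 without Z9 replicate 1, 1 without NCFM replicate 2 or NCFM+Z9 replicate 1, and 0 without Z9 replicate 2, Z9 replicate 3, NCFM+Z9 replicate 2 or NCFM+Z9 replicate 3. Without Z9 replicate 1, 1 gene raised by Z9 was lower in NCFM+Z9.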

The induction of the cytokines *Ifnb1*, *Il12*, *Il10* and *Ilβ1* was confirmed both on gene level by RT-PCR (data not shown) and protein level by ELISA (Figure 4).

**Figure 4:**
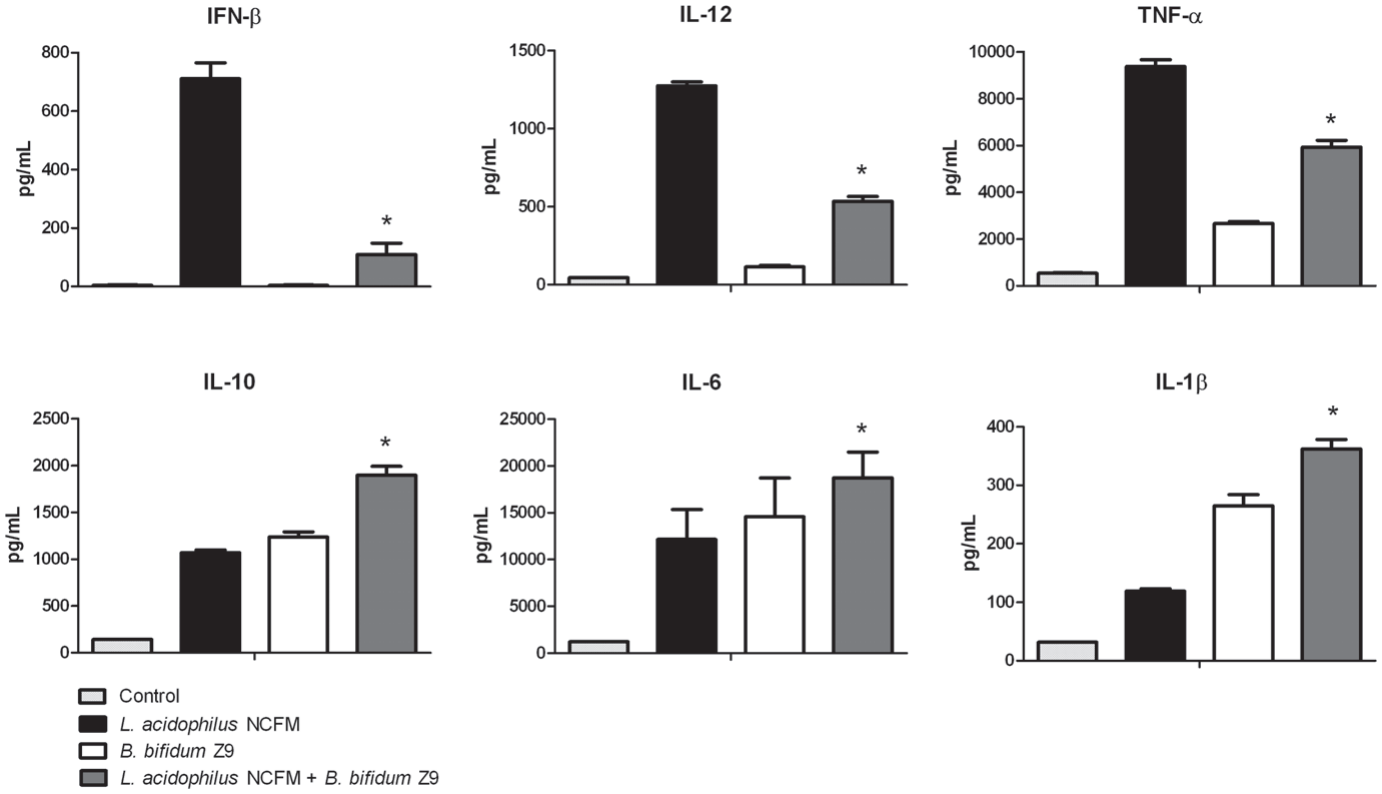
Induction of cytokines in *Lactobacillus acidophilus* NCFM and *Bifidobacterium bifidum* Z9 stimulated dendritic cells. Protein expression of cytokines was measured by ELISA in supernatants from dendritic cells after 20 h of stimulation with *L. acidophilus* NCFM, *B. bifidum* Z9, or with both strains in combination. Supernatant from unstimulated DC were used as controls (*L. acidophilus* NCFM+*B. bifidum* Z9 versus *L. acidophilus* NCFM *P*<0.01). Results are representative of 2 experiments.

### IFN-β is a Key Inducer of the Pro-inflammatory and Th1 Polarizing Response

Upon stimulation of DC, *L. acidophilus* NCFM induced a distinct up-regulation of IFN-β, the key inducer of anti-viral responses, leading to the activation of multiple interferon-stimulated genes (ISGs) involved in the innate host response against viruses. 

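Genes of the IFIT family, whose products bind viral RNA, were among the most strongly raised by *L. acidophilus* NCFM, with log2 fold changes of 5.17 for *Ifit2* (SE 0.18), 4.86 for *Ifit1* and 4.72 for *Ifit3*. *Cmpk2* rose by 4.52 and the RNase gene *Isg20* by 4.39. The interferon-inducible GTPases, which act against intracellular microbes, rose in all 9 members (also adjusted over the list alone) with a median of 2.79, up to 3.76 for *Iigp1*. Of 17 genes of interferon induction and receptor signalling, 7 were higher and 4 lower (9 and 4 adjusted over the list alone). The transcription factor genes *Irf1* (1.43, SE 0.085, adjusted p = 2.8e-07) and *Irf8* (1.24) and the kinase gene *Tbk1* (0.91) rose, and *Sting1* fell by 0.62. With an estimated correlation, camera gave an adjusted p of 0.062 for the GTPases and 0.26 for the signalling genes. *Ifit2* and *Ifit1* also rose with *B. bifidum* Z9, by 3.90 and 3.81.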

We therefore hypothesized that the onset of the pro-inflammatory response initiated by *L. acidophilus* NCFM is dependent on IFN-β. We determined the expression of the gene encoding IFN-β over time (2 h, 4 h and 10 h) in DC stimulated with *L. acidophilus* NCFM and *B. bifidum* Z9, respectively (Figure 5A). When DC were incubated with *L. acidophilus* NCFM, the gene encoding IFN-β was only slightly up-regulated after 2 h (38-fold), but reached a significant maximum after 4 h (589-fold) that declined to 100-fold after 10 h. By contrast, stimulation of DC with *B. bifidum Z9* only gave rise to a slight up-regulation of the gene encoding IFN-β at 2 h, which was down-regulated again after 4 h. To investigate whether the induction of the chemokines *Cxcl10* and *Ccl12* is dependent on IFN-β, we added polyclonal anti-IFN-β antibodies to the DC immediately after addition of *L. acidophilus* NCFM and measured the gene expression profiles of *Cxcl10* and *Ccl12* at 10 h. In the case of the chemokine *Cxcl10*, the very strong expression of the gene was completely abrogated when polyclonal anti-IFN-β antibodies were added (Figure 5B). The same pattern was observed for the gene encoding the chemokine Ccl12 (Figure 5C). The inhibition of the expression of *Cxcl10* was confirmed on the protein level by ELISA, as the addition of 10 µg/ml polyclonal IFN-β antibodies completely inhibited the protein production of Cxcl10 (Figure 5D).

**Figure 5:**
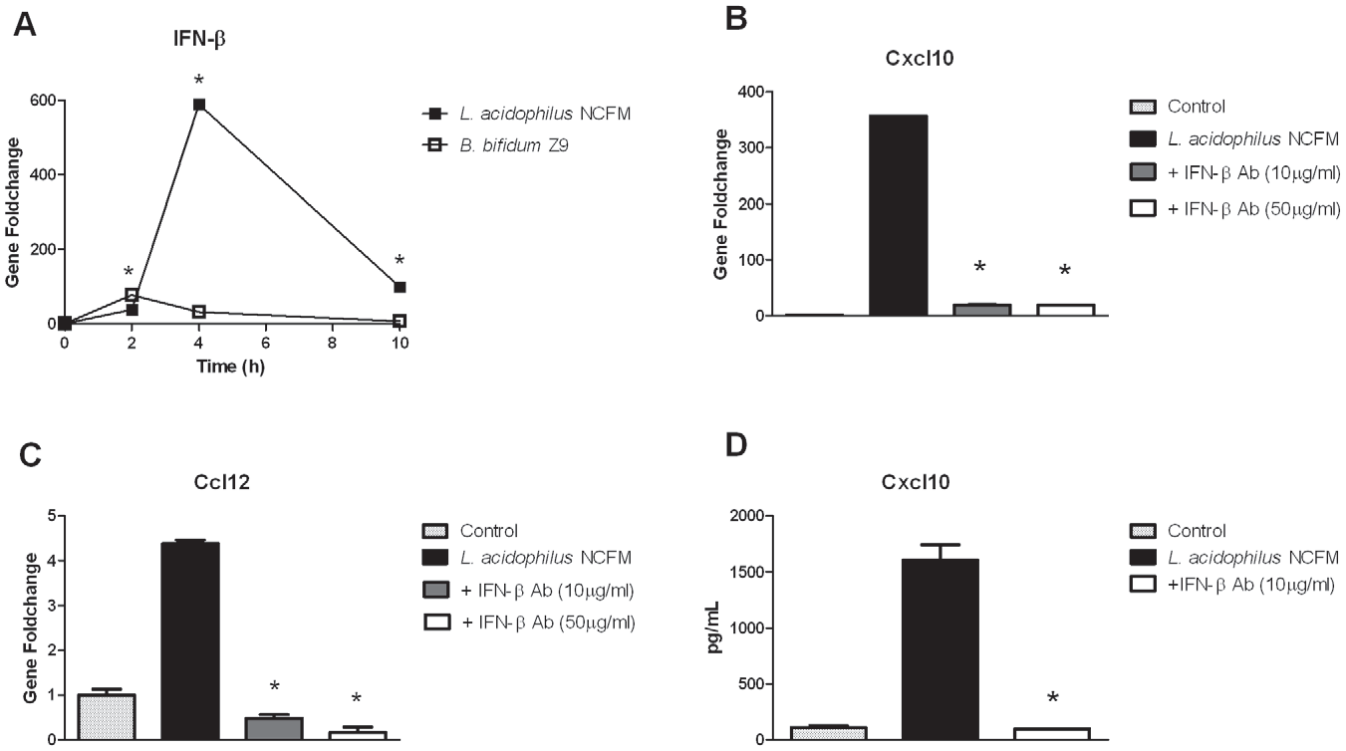
*Lactobacillus acidophilus* NCFM induces IFN-β in dendritic cells. The IFN-β encoding gene is strongly up-regulated in *L .acidophilus NCFM* stimulated dendritic cells and responsible for the expression of the chemokines Cxcl10 and Ccl12. **A**. Expression of the IFN-β encoding gene over time in dendritic cells upon stimulation with *L. acidophilus* NCFM and *B. bifidum* Z9. **B**. Inhibition of IFN-β activity induced by *L. acidophilus* NCFM by addition of polyclonal IFN-β antibodies measured via the gene expression of the chemokine *Cxcl10* after 10 h and **C**. via the gene expression of the chemokine *Ccl12* after 10 h and **D**. via protein production of Cxcl10 in the supernatant after 24 h of stimulation by ELISA (*P*<0.01).

### *B. bifidum* Z9 induces the Expression of Jun dimerization protein 2 (*Jdp2*)

Our results suggest that *B. bifidum* Z9 inhibits the up-regulation of genes induced by *L. acidophilus* NCFM by actively leading to an expression of genes involved in the repression of IFN-β. Microarray analysis revealed that only few genes were significantly induced by *B. bifidum* Z9. One of these genes, which encodes Jun dimerization protein 2 (JDP2), is of special interest. 

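The genes past 2-fold with *B. bifidum* Z9 but not with *L. acidophilus* NCFM, and higher with Z9 in the direct comparison, included *Timp1*, *Hilpda*, *Ddit4*, *Pdpn*, *Gatm*, *Penk*, *Jdp2*, *Il33* and *Csf3*. *Timp1* rose by 2.40 with Z9 and 0.87 with NCFM, and *Hilpda*, a lipid droplet gene induced by low oxygen, by 1.95 and 0.68. *Ddit4*, which encodes an inhibitor of mTOR signalling, rose by 1.61 with Z9 (SE 0.15) and *Pdpn*, which encodes podoplanin, by 1.68 (SE 0.19); with NCFM neither was called (0.42 and 0.50) unless a replicate block was fitted (adjusted p = 0.030 and 0.0079). The creatine synthesis gene *Gatm* rose by 2.16 and 0.99, and the enkephalin gene *Penk* by 2.04 and 0.89. In the direct comparison the differences between NCFM and Z9 ran from -1.52 for *Timp1* (adjusted p = 0.0011) to -0.98 for *Csf3* (adjusted p = 4.0e-04) in these genes, some of which were named after their values were seen.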

JDP2 is a basic leucine zipper transcription factor family member that interacts with the transcription factors c-Jun and ATF2, leading to inhibition of their transcription-promoting activities, and thus plays a major role in the regulation of cell signaling. In contrast to homodimers of c-Jun and heterodimers of c-Jun and ATF2, JDP2 forms heterodimers with c-Jun and ATF2 and acts as a repressor at the AP-1 site [31]. Thus, JDP2 blocks the transcription of genes otherwise expressed upon MAPK phosphorylaton of c-Jun and other AP-1 subunits. 

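*Jdp2* was at 970 ± 67 in control, 1346 ± 96 with *L. acidophilus* NCFM, 2927 ± 261 with *B. bifidum* Z9 and 3344 ± 226 in NCFM+Z9 (SD, 3 arrays each). It rose by 1.59 (SE 0.082, adjusted p = 1.4e-07) with Z9 and by 0.47 (SE 0.082, adjusted p = 0.0010) with NCFM, and NCFM+Z9 exceeded NCFM by 1.31 (SE 0.082, adjusted p = 3.1e-05). The difference between NCFM+Z9 and Z9 alone, above 0 within each of the 3 replicate numbers, was not called (0.19, adjusted p = 0.78; 0.14 with a replicate block without the NCFM arrays, chosen after seeing the data), and the 1.78 of NCFM+Z9 over control compares with 1.77 from the summed increases. A dimmer probe set of *Jdp2* changed by at most 0.15 and was not called. Of 21 genes of the AP-1 and ATF family, 9 were higher in NCFM+Z9 than with NCFM (11 adjusted over the list alone), with a median of 0.43 in log2 (camera with an estimated correlation, adjusted p = 0.0036), among them *Fosl1* (1.17, SE 0.13, adjusted p = 9.8e-04), *Batf* (0.56) and *Batf3* (0.54). Against control 11 were higher with Z9 and 6 with NCFM (14 and 6 adjusted over the list alone), 1 and 2 were lower (2 and 3), with medians of 0.37 and 0.062; the shift with NCFM was lost with the estimated correlation (0.090). Of 22 MAP kinase and phosphatase genes, 7 were higher and 3 lower with Z9 (7 and 5 adjusted over the list alone). They were led by *Dusp1* (2.56) and, among the falls, *Mapk14*, which encodes p38 (-1.41). With NCFM 8 were higher and 5 lower (as many adjusted over the list alone), and *Dusp1* (2.32) and *Mapk14* (-1.50) moved the same way. The list did not shift with either strain (camera, adjusted p = 0.14 with Z9 and 0.10 with NCFM).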

Our microarray analysis revealed that *Jpd2* was induced in DC upon stimulation with *B. bifidum* Z9 (1.6-fold) and with both strains in combination (1.8-fold), but to a much lower extent upon stimulation with *L. acidophilus* NCFM alone (0.49-fold). This induction of *Jpd2* was verified by RT-PCR (Fig 6A).

**Figure 6:**
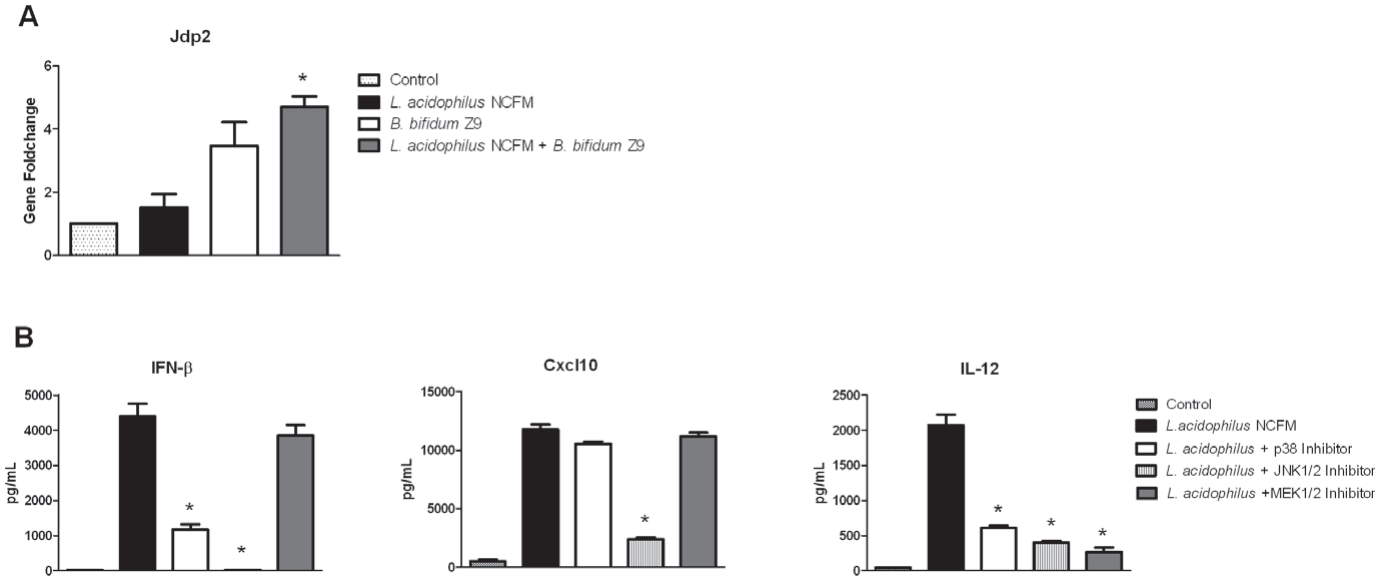
*Jdp2* and MAPK kinases control immune responses in dendritic cells. Expression of *Jdp2* and inhibition of MAPK kinases in dendritic cells upon stimulation of *L. acidophilus* NCFM. **A**. *B. bifidum* Z9 exerts an additive effect on the expression of *Jdp2* in DC stimulated with *L. acidophilus* NCFM at timepoint 10 h measured by RT-PCR (*L. acidophilus* NCFM+*B. bifidum* Z9 versus *L. acidophilus* NCFM, *P*<0.01). **B**: Protein expression of IFN-β, Cxcl10 and IL-12 in murine *L. acidophilus* NCFM stimulated dendritic cells measured by ELISA in the presence of the MAPK inhibitors p38, JNK1/2 and MEK1/2 (*L. acidophilus* NCFM versus inhibitors, *P*<0.01).

### MAPK JNK Kinase directs the Activation of the Immune System in *L. acidophilus* NCFM stimulated Dendritic Cells

As the induction of *Jdp2* may be implicated in the suppression of IFN-β and other cytokines up-regulated by *L. acidophilus* NCFM, but down-regulated by *B. bifidum* Z9, we hypothesized that the MAP kinases p38 and JNK, but not ERK, are involved in the expression of these cytokines. Our next approach was therefore to use MAPK kinase inhibitors (blocking MAPK p38, JNK1/2, and MEK1/2) to test this hypothesis. As demonstrated in figure 6B, blocking of the JNK1/2 pathway completely inhibited the protein expression of IFN-β in DC stimulated with *L. acidophilus* NCFM, whereas blocking of p38 only resulted in a partial inhibition (73%). Blocking of ERK phosphorylation by the MEK1/2 inhibitor did not affect the IFN-β expression induced by *L. acidophilus* NCFM. The same pattern emerged for Cxcl10 (Fig. 6B) as well as for TNF-α (data not shown). The production of IL-12 was significantly inhibited by all 3 MAPK kinase inhibitors (Fig. 6B). Hence, as JNK activates the transcription factors c-Jun and ATF-2 and is a prerequisite for the production of IFN-β, the up-regulation of *Jdp2* is most likely to affect the activity of c-Jun and ATF-2. This, in turn, has an impact on the expression of IFN-β through its binding to their common response element.

We therefore suggest that *B. bifidum* Z9 actively inhibits the induction of genes in DC triggering the adaptive immune system and that JDP2 plays a major role in the regulatory mechanism.

## Discussion

It has previously been shown by us and other groups that different bacteria considered as beneficial for our health have highly varying effects on the cells of the immune system, including DC, and that a combination of bacteria exerts inhibitory or additive effects [4], [5], [9], [23]. In the present study we used genome wide microarray analysis to further explore this phenomenon and to elucidate the underlying cellular mechanisms.

First of all, our results indicate that the gene expression after stimulation is time dependent.

At 4 h, the expression of the cytokine *Il12* was similar for the two bacteria, whereas the expression increased strongly in *L. acidophilus* NCFM stimulated DC but decreased in *B. bifidum* Z9 stimulated DC. This indicates that activation of kinases may give rise to initial production of IFN-β and IL-12 in the *B. bifidum* Z9 stimulated cells, which is subsequently inhibited by newly expressed genes involved in a down-regulating mechanism. The microarray analysis revealed that far more genes were up-regulated in *L. acidophilus* NCFM stimulated DC than in *B. bifidum* Z9 stimulated DC. Most of these genes induced by *L. acidophilus* NCFM were down-regulated when both bacteria were added in combination. Thus, our earlier findings regarding the differences in production of the pro-inflammatory cytokines IL-12 and TNF-α in DCs stimulated with either of the two bacterial genera [5] can be extended to account for a high number of genes. 

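In the direct comparison, 718 genes were higher and 409 lower with *L. acidophilus* NCFM than with *B. bifidum* Z9, and 78 and 17 by more than 2-fold. At an unadjusted p under 0.05 in limma and without a fold limit, 1652 were higher and 1665 lower, so the excess of higher genes depended on the threshold. The count of 78 was 118 without Z9 replicate 1. Without a fold limit, 1982 genes rose with NCFM and 1734 with Z9 against control (2804 and 2798 at an unadjusted p under 0.05). The largest excess with NCFM was in *Htra4* (2.82, SE 0.19, adjusted p = 4.7e-05), and the largest with Z9 was in *Fabp4* (-1.93, SE 0.17, adjusted p = 1.5e-04). Others higher with Z9 were *Timp1* (-1.52), *Tgfbi*, an extracellular matrix gene (-1.27), *Cd72* (-1.21) and the desaturase gene *Scd2* (-1.18).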

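Of the 446 genes raised by *L. acidophilus* NCFM, 288 (64.6%) had a lower mean in NCFM+Z9 than with NCFM, with a median log2 difference of -0.14. When the genes were chosen without an NCFM replicate and compared with that replicate alone, the share was 56.5%, 63.1% and 68.3% for replicates 1, 2 and 3. The 57 genes called lower were all among 207 NCFM-raised genes that were higher with NCFM than with *B. bifidum* Z9. In NCFM+Z9 the median position of these 207 was 0.57 on a scale from 0, the level with Z9, to 1, the level with NCFM. Of them 14 were higher than with Z9 in limma (176 higher and 1 lower at an unadjusted p under 0.05). With a replicate of each strain held out to set the scale, the position was 0.47, 0.55 and 0.54.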

A gene set enrichment analysis of GO terms, however, only revealed that genes related to virus defence were significantly higher up-regulated after stimulation of DC with *L. acidophilus* NCFM compared to stimulation with *B. bifidum* Z9 or both bacteria in combination. 

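In NCFM+Z9 the antiviral genes stood between the single stimulations and nearer to *L. acidophilus* NCFM. Against NCFM, 1 of 33 genes was lower (9 lower adjusted over the list alone), *Trim21* with -0.52 (adjusted p = 0.047), and the median was -0.16; camera gave an adjusted p of 5.4e-08, and 0.24 with the estimated correlation. The *Trim21* call was lost with a replicate block (0.052) and, with an adjusted p of 0.052 to 0.20, without control replicate 1, control replicate 2, NCFM replicate 2, NCFM replicate 3, Z9 replicate 2, NCFM+Z9 replicate 1, NCFM+Z9 replicate 2 or NCFM+Z9 replicate 3. Against *B. bifidum* Z9, 4 of 33 were higher (27 adjusted over the list alone), with a median of 0.48 and an adjusted p of 0.017 with the estimated correlation. Of the 9 GTPase genes, *Irgm2* fell by 0.76 (SE 0.11) from the level with NCFM and *Ifi47* fell by 0.49 (7 lower adjusted over the list alone; estimated correlation, adjusted p = 0.23), the latter with an adjusted p of 0.059 to 0.19 without control replicate 1, NCFM replicate 1, NCFM replicate 2, NCFM replicate 3, Z9 replicate 2, NCFM+Z9 replicate 1, NCFM+Z9 replicate 2 or NCFM+Z9 replicate 3. Markers of plasmacytoid DC were also lower than with NCFM (2 genes, 3 adjusted over the list alone; camera, adjusted p = 0.0075, and 0.087 with the estimated correlation), with *Pacsin1* at -0.56 and *Spib* at -0.39, the latter with an adjusted p of 0.053 to 0.054 without NCFM replicate 2 or NCFM+Z9 replicate 2.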

A further analysis of genes within the GO terms resulted in a subdivision of genes encoding for cytokines (interleukins and chemokines) according to the differential stimulation regime, which was not revealed by the gene set enrichment.

Stimulation with *L. acidophilus* NCFM induced a high number of genes involved in pro-inflammatory responses, including activation of the adaptive immune response, e.g. chemokines involved in the attraction of T cells and NK cells [32], whereas other chemokines primarily involved in attraction of cells from the innate immune system, e.g. neutrophilic granulocytes, monocytes and eosinophilic granulocytes, were equally up-regulated after stimulation of DC with *L. acidophilus* NCFM and *B. bifidum* Z9, respectively. Furthermore, the expression of the chemokines strongly up-regulated by *L. acidophilus* NCFM was significantly inhibited when both bacteria were added simultaneously. The same pattern of inhibition was detected for cytokines involved in the stimulation of a Th1 response, e.g. IFN-β, IL-12, IL-18 [13], [33], [34].

Overall, our results show that stimulation of DC with *L. acidophilus* NCFM induces a Th1 polarising response, whereas stimulation of DC with *B. bifidum* Z9 induces a Th2 response. The Th2 polarising profile of DC is not well-described in the literature, but emerging evidence supports that IL-33 and Cxcl1, both up-regulated by *B. bifidum* Z9, play a role in the production of Th2-associated cytokines from *in vitro* polarized Th2 cells and in recruitment of Th2 cells to the target tissue of allergic inflammation [7], [35].

Furthermore, we found that chemokines strongly induced by *L. acidophilus* NCFM were dependent on the up-regulation and subsequent autocrine stimulation of IFN-β. We have demonstrated the same IFN-β dependent mechanism for the gene coding for the Toll-like receptor 3 (TLR-3) (Weiss *et al.*, submitted). Moreover, the expression of a large number of Th1-promoting genes is known to depend critically on stimulation of the cells with IFN-β [13]. Whether the expression of all genes up-regulated only by *L. acidophilus* NCFM and down-regulated by the simultaneous presence of *B. bifidum* Z9 is initiated by IFN-β remains to be elucidated. However, the fact that the most prominent effector mechanisms involved in the antiviral defence are controlled by type I IFNs, in particular IFN-β, indicates that the expression of many genes classified as Th1 inducing may likewise be controlled by IFN-β [14], [36]. IFN-β binds to the type I interferon receptor (IFNAR), an event that initiates the activation of the associated Janus kinases. This in turn activates the IFN-stimulated gene factor 3 (ISG3) via stimulation and heterodimerization of STAT1 and STAT2 [14], [37]. The events leading to the expression of the gene encoding IFN-β upon bacterial stimulation are, at least to some extent, similar to the viral IFN-β-inducing events. The activation of IRF3 seems to be a key point [38]. IRF3 is constitutively expressed in most cells [14], and its phosphorylation is mediated by inhibitors of nuclear factor (NF)-kB kinases. This leads to an association of IRF3 with various transcription factors of the AP-1 family, including ATF-2 and c-Jun, to form an enhanceosome that binds the IFN-β promoter, thus stimulating the expression of the *Ifnβ1* gene [39]. This activation of IRF3 is believed to take place upon activation of TLR4 by Gram negative bacteria through the same mechanisms found for virus induction of IFN-β [40]. Whether a corresponding mechanism for induction of IFN-β upon stimulation with Gram-positive bacteria is existent remains to be established.

Relatively few genes were exclusively up-regulated in DCs stimulated with *B. bifidum* Z9. Notably, the expression of these genes was not affected by addition of *L. acidophilus* NCFM. Thus, whereas *B. bifidum* Z9 has the capability to actively modulate the response in DC induced by *L. acidophilus* NCFM, the opposite does not apply. 

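Of the genes raised more than 2-fold by *B. bifidum* Z9, 35 were higher with Z9 than with *L. acidophilus* NCFM. In NCFM+Z9 all 35 were higher than with NCFM, and 0 of them differed from Z9 in limma (17 higher and 1 lower at an unadjusted p under 0.05). This fit had no replicate block, although Z9 and NCFM+Z9 arrays of the same number correlated at 0.77, 0.14 and 0.60. The count of 0 thus does not show that the 35 genes stayed at their level with Z9. On the scale from the level with Z9 (0) to that with NCFM (1), their median position was -0.25, on the far side of Z9, and -0.16, -0.31 and -0.34 with a replicate of each strain held out. *Timp1* reached 2.78 over control with both bacteria, *Hilpda* 2.13, *Ddit4* 1.75, *Pdpn* 1.83, *Gatm* 2.51 and *Penk* 2.32, and none was called against Z9.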

The expression of the transcription factor *Jdp2* induced in *B. bifidum* Z9 stimulated DC is of particular interest, as JDP2 has been shown to bind to cAMP-response element (CRE) either as a homodimer or a heterodimer with ATF-2 and c-Jun, allowing JDP2 to repress CRE-dependent transcription [41], [42]. ATF-2, and in particular c-Jun, have been shown to stimulate the production of IFN-β. ATF-2 is activated by both JNK and p38, but c-Jun is only activated by JNK [22]. In the present study, we demonstrated that the IFN-β induction is strongly dependent on JNK activation, as inhibition of JNK, but not p38, almost totally abrogated the production of IFN-β and also of the expression of genes and gene products which are dependent on IFN-β, as exemplified in our study with Cxcl10. The up-regulation of *Jdp2* in DC stimulated with *B. bifidum* Z9 indicates that this transcription factor is involved in an active down-regulation of the transcription of the gene coding for IFN-β by changing the composition of the dimer binding to CRE in the enhanceosome, thus inhibiting binding of c-Jun and thereby preventing the transcription of the gene encoding IFN-β. This finding, in combination with the kinetics of expression of the genes encoding IFN-β and IL-12 (Figure 1 and 5), strongly suggests that the up-regulation of *Jdp2* in *B. bifidum* Z9 DC is possibly involved in the inhibition of the stimulatory profile induced by *L. acidophilus* NCFM.

In conclusion, we present data that reveal highly distinct immune stimulating properties of the two probiotic strains *L. acidophilus* NCFM and *B. bifidum* Z9. Our results strongly indicate that *B. bifidum* Z9 employs an active mechanism down-regulating the pro-inflammatory and Th1 skewing profile induced by *L. acidophilus* NCFM in DC.

How the deposited data were processed for this re-analysis (not part of the article)

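The samples were RNA of bone marrow-derived DC of mice after 10 h without bacteria (control), with *L. acidophilus* NCFM, with *B. bifidum* Z9 or with both (NCFM+Z9), 3 arrays per group and 12 in all. The authors hybridised each sample to 1 Affymetrix mouse genome array, normalized the raw probe intensities with qspline and calculated an expression index per probe set with rma, and deposited these intensities on the linear scale, rounded to whole numbers and normalized between arrays. The test had been written for values on the log2 scale, so log2 was taken of each deposited intensity here and no further normalization was applied. The raw files of the arrays were not used here. The within-group correlation of the log2 values was 0.989 to 0.995 for control, 0.995 to 0.996 for NCFM, 0.991 to 0.996 for Z9 and 0.994 to 0.998 for NCFM+Z9, and the first principal component held 71.7% of the variance.

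Of 45101 probe sets, 34958 carried 1 gene symbol, 932 carried several and 9211 had no name in the annotation used here, and 34754 probe sets were matched by gene identifier to a table of RefSeq genes without a change of symbol. Each of 18194 genes was represented by the named probe set with the highest mean log2 intensity. A linear model of the 4 group means was fitted to all probe sets with limma (version 3.58.1 in R 4.3.3), followed by empirical Bayes moderation with 8 residual degrees of freedom. Contrasts were each stimulation against control, the stimulations against each other, and the interaction (NCFM+Z9 minus NCFM minus Z9 plus control), and 2-sided p-values were adjusted by the Benjamini-Hochberg method over all probe sets within a contrast. Calls used an adjusted p under 0.05, and counts beside those of the paper also a change of more than 2-fold. The procedure was tested on simulated data with 100 changed probe sets: for NCFM against control it recovered 96% of changes of 1 log2 unit and 100% of changes of 2 log2 units, with 15 of the unchanged probe sets among 45101 called, and for the interaction 90% and 99%, with 10 called.

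Gene lists were 34 in number, 503 members listed and 451 measured, and stand in for GO terms, which were not at hand. They covered interferon responses, signalling, antigen presentation, chemokines and effectors, translation, metabolism, proliferation and stress, and markers of the cell types that a culture with GM-CSF can hold. Of these, 5 lists are the genes of Tables 2 to 5 of the paper, chosen by the study on these arrays. Lists were tested with camera at a preset correlation between genes of 0.01, adjusted over the lists within a contrast, and again with the correlation estimated from the arrays. Calls within a list were also adjusted over the list alone. Synonyms of list members were matched to the annotation after unmatched members had been seen, 1 of them (*Rigi*, found as *Ddx58*) after the first list results.

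The genes named in the text are those of Tables 2 to 5, *Jdp2* and *Csf3*, whose values in the paper had been seen before, the 10 largest rises and falls per contrast among called genes whose groups did not overlap (10% of unchanged genes do not overlap by chance with 3 against 3 arrays), and per list up to 4 called members with the largest change and the members the paper names. Other genes were named after their values were seen, among them genes of the overlap of called rises and of the interaction, such as *Ddit4*, *Pdpn*, *Cd69*, *Hspa1a* and the interferon alpha genes. Both single stimulations share the control arrays, so the correlation of their fold changes was set against 20 simulations of unchanged groups with shared controls, and shares of NCFM- and Z9-raised genes that fell in the combination were repeated with genes chosen without an array and compared on that array.

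The replicate numbers were tested as pairs by the correlation of deviations from the group means. Control, Z9 and NCFM+Z9 arrays correlated with the array of their own number (0.14 to 0.77) above the other numbers, whereas among the NCFM arrays replicate 2 did (0.18 to 0.40) and replicates 1 and 3 did not (-0.28 to 0.066), so no block was used in the reported values, and a replicate block was run as an alternative (*Tnf*, NCFM+Z9 against Z9, adjusted p = 0.036 with it). The other alternatives were quantile normalization, median centring, leaving out the 25% dimmest probe sets, a prior with an intensity trend and robust estimation, fits of only the arrays compared, the two-way ANOVA of the methods with a false discovery rate of 0 from 100 permutations (1 reading of the Monte Carlo estimate, which the paper does not detail), an adjusted p under 0.01, no fold limit, the probe set with the largest variance per gene, leaving out each array in turn, and for lists the estimated correlation and fry. A replicate block without the NCFM arrays and the two-way ANOVA with the median of its permutations were added after the data were seen. For leaving out an array, a group of 2 arrays was assumed to vary like the others. The quantitative PCR, protein, inhibitor and blocking experiments of the paper were not analysed here, as they are not part of the arrays.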

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

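The interaction was a planned contrast. The 4 genes named first were picked after the results were seen, and so were the genes listed for large responses outside those the paper discusses, by size.

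*Cxcl9*, *Ccl12*, *Ifi47* and *Htra4* answered *B. bifidum* Z9 in opposite ways without and with *L. acidophilus* NCFM. They lead 44 genes chosen for a called rise with Z9 alone and a called fall on top of NCFM, so the sign and size of their interaction follow from the choice and its p is no separate test of it. On unstimulated DC Z9 raised *Cxcl9* by 1.79, *Ccl12* by 0.86, the GTPase gene *Ifi47* by 1.91 and the protease gene *Htra4* by 1.19 in log2. On top of NCFM the same genes differed by -1.83, -1.75, -0.49 and -1.19. The interactions were -3.62 (SE 0.37, adjusted p = 8.0e-05), -2.61 (SE 0.28, adjusted p = 1.2e-04), -2.40 (SE 0.16, adjusted p = 4.7e-06) and -2.38 (SE 0.27, adjusted p = 1.7e-04). The fall of *Ifi47* on top of NCFM was not called (adjusted p 0.059 to 0.19) without control replicate 1, NCFM replicate 1, NCFM replicate 2, NCFM replicate 3, Z9 replicate 2, NCFM+Z9 replicate 1, NCFM+Z9 replicate 2 or NCFM+Z9 replicate 3.

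Whole groups of genes also answered differently. The median interaction was -1.99 for 33 antiviral genes (all 33 called below 0), 1.00 for 21 genes of DNA replication and cell cycle and 0.83 for 24 genes of ribosome biogenesis. Genes raised by each strain alone fell short of the product of the folds in the combination. In all, 2931 genes had a called interaction. Of 100 regroupings of the 12 arrays, 2, the real one among them, gave at least as many. The highest other regrouping, with 2951 genes, kept the 3 control arrays together in a group. The next gave 2698. The count thus says little about an interaction beyond a contrast of control with every stimulation.

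Large responses appeared in genes the paper does not discuss. With NCFM *Ifit1bl1* rose by 5.65, *Ifit2* by 5.17 and *Ptgs2* by 5.04. With Z9 *Ptgs2* rose by 5.12, *Fabp4* by 4.64 and *Hamp* by 4.35, each higher on all 3 arrays than on every control array (10% of unchanged genes would be so in either direction by chance).

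Other splits of 3 against 3 arrays are too few to give a share under 0.05. The real counts of genes changed more than 2-fold were 818 for NCFM, 669 for Z9 and 940 for NCFM+Z9 against control, 57 for NCFM+Z9 against NCFM, 5 for NCFM+Z9 against Z9 and 95 for NCFM against Z9, and the highest of the other splits gave 0 each time (1 of 10 splits as large, the real one). With all 12 arrays regrouped, the real counts were highest for the overlap of rises (266, highest other 2) and of falls (257, highest other 4). The same holds for the NCFM-raised genes lower in NCFM+Z9 (57, highest other 8). In each, 1 of 100 regroupings was as large, the real one. These regroupings mix control with stimulated arrays, so they exclude only that all 12 arrays are interchangeable. They do not test an overlap of lists of these sizes. Nor do they test NCFM+Z9 against NCFM alone, for which the splits are too few. For the list shifts (127) the real one was also the only 1 of 100 as large, but another regrouping came near it with 116. The count of list shifts thus says little about the real groups, and 43 shifts remained with the estimated correlation. For genes raised by Z9 and lower in NCFM+Z9, of which limma called 0 (1 at an unadjusted p under 0.05, 0 by the methods' two-way ANOVA), no splits were counted, since every split reaches 0.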

How the results depend on the processing

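The gene lists, apart from synonyms matched later, the alternatives and the tests of the comparisons were set before the data were examined. Chosen after the results were seen were the tests of genes that turned direction, of a shortfall in the combination and of the first Z9 array, the replicate block without the NCFM arrays and the two-way ANOVA of the methods with the median of its permutations.

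Of 742 results for named genes (680 called) and 238 for lists (127 called), 1 gene reversed under any alternative: *Pfkp*, Z9 against control, -0.27 as reported and 0.47 (adjusted p = 0.66) on its probe set with the largest variance. Quantile normalization weakened 16 and strengthened 4 gene results, median centring weakened 9, the trend and robust prior weakened 20 and strengthened 1, leaving out the 25% dimmest probe sets strengthened 1, the largest-variance probe set weakened 10 and strengthened 1, the replicate block strengthened 10, *Tnf* in NCFM+Z9 against Z9 among them (adjusted p = 0.036), and weakened 2, and fits of only the arrays compared weakened 33 and strengthened 4. An adjusted p under 0.01 weakened 105, and leaving out 1 array weakened 12 (without control replicate 3) to 69 (without NCFM replicate 2), with 63 without NCFM replicate 3 and 60 without NCFM+Z9 replicate 2. For lists, fry weakened 15 and strengthened 32, the replicate block strengthened 3 and weakened 1, and the estimated correlation weakened 84, leaving 43 list shifts called.

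The paper names a Monte Carlo estimate for its two-way ANOVA without further detail, so the ANOVA here is 1 reading of it. With a false discovery rate of 0 over all permutations its counts were 5 higher and 3 lower for NCFM, 47 and 47 for Z9 and 4 and 3 for NCFM+Z9 against control, 0 and 0 for NCFM+Z9 against NCFM, 0 higher for NCFM+Z9 against Z9, 0 and 0 for NCFM against Z9, 6 for the interaction, 5 and 3 for the overlaps of rises and falls and 0 for NCFM-raised genes lower in the combination; limma gave 33 and 24, 5, 78 and 17 and 57 where this ANOVA gave 0 (at an unadjusted p under 0.05 and without a fold limit 1360 and 1369, 832, 1652 and 1665, and 163 of the NCFM-raised genes). The threshold of its test statistic was 35.2 for NCFM and 18.0 for Z9 against control, so its counts do not compare the strains. This ANOVA kept 98 of the 742 gene results on their side of the threshold. With the median of the permutations it weakened 338 gene results and gave 314 and 291 for NCFM and 214 and 277 for Z9 against control, 15 and 12 for NCFM+Z9 against NCFM, 0 higher for NCFM+Z9 against Z9, 26 and 4 for NCFM against Z9, 330 for the interaction, 176 for the overlap of rises and 6 for NCFM-raised genes lower in the combination.

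Without a fold limit there were 1982 higher and 3650 lower genes with NCFM, 1734 and 3202 with Z9 and 2307 and 3603 with NCFM+Z9 against control, 340 and 374 for NCFM+Z9 against NCFM, 21 and 4 against Z9, 718 and 409 for NCFM against Z9, overlaps of 1241 and 2777, and 160 NCFM-raised genes lower in the combination. At an adjusted p under 0.01, 1692 interactions, 0 genes higher in NCFM+Z9 than with Z9 and 26 NCFM-raised genes lower in the combination remained. Fits of only the arrays compared gave 1 gene higher in NCFM+Z9 than with Z9 and 96 NCFM-raised genes lower.

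Leaving out 1 array gave 423 to 471 higher and 352 to 424 lower genes for NCFM, 273 to 359 and 328 to 384 for Z9 and 413 to 463 and 473 to 524 for NCFM+Z9 against control, 23 to 36 and 18 to 27 for NCFM+Z9 against NCFM, 0 to 12 and 0 against Z9, 54 to 118 and 13 to 21 for NCFM against Z9, 2297 to 3064 interactions, overlaps of 229 to 291 and 240 to 293, 26 to 83 NCFM-raised and 0 to 1 Z9-raised genes lower in the combination, and 124 to 134 list shifts. The 118 and the 12 were without Z9 replicate 1, the 1 Z9-raised gene too. The 26 was without NCFM replicate 3, beside 33 without NCFM replicate 2, 28 without NCFM+Z9 replicate 2 and 28 without NCFM+Z9 replicate 3. The count of 5 against Z9 was 1 without NCFM replicate 2 or NCFM+Z9 replicate 1, and 0 without Z9 replicate 2, Z9 replicate 3, NCFM+Z9 replicate 2 or NCFM+Z9 replicate 3. No array left out reversed a called result.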

Differences from the paper's values

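Of 66 log2 fold changes that the paper states for 22 genes, 58 lay within the error of the values here and 8 did not. For *Jdp2* the paper prints 0.49-fold with NCFM, 1.6-fold with Z9 and 1.8-fold with both; the log2 fold changes here are 0.47, 1.59 and 1.78, and the plain folds 1.39, 3.01 and 3.45, so the printed values match only if read as log2, which the paper does not state. The replicate SD here is taken as the error, as the paper states none. The two-way ANOVA with the median of its permutations and the replicate block without the NCFM arrays are the tests in this part chosen after the results were seen.

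For *Cxcl1* the paper gives 3.2 with NCFM, 4.5 with Z9 and 4.7 with NCFM+Z9, against 2.04, 3.24 and 3.36 here, and for *Il12b* the paper gives 5.5, 4.3 and 5, against 4.12, 3.70 and 3.96 here. Of the alternatives set before the data were examined, the probe set with the largest variance brought all 6 values within the paper's, leaving out control replicate 1 did so for *Il12b* with Z9, and the others did not. For *Ifnb1* with Z9 the paper gives 0.9, against 0.092 here, and for *Il6* with NCFM the paper gives 4.0, against 4.91 here; no alternative set before the data were examined brought either within the paper's value.

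The paper counts 157 genes up-regulated and 186 down-regulated with Z9, and 145 up-regulated with each strain, at a false discovery rate of 0 and 2-fold; here limma counted 319, 350 and 266 at an adjusted p under 0.05 and 2-fold. Without a fold limit the paper counts 490 genes up-regulated with both strains, against 2307 here. The thresholds differ, and the paper counts Ensembl genes where the values here are per gene symbol. No alternative set before the data were examined brought these 4 within the paper's, the methods' two-way ANOVA at a false discovery rate of 0 from all permutations giving fewer (47 up-regulated and 47 down-regulated with Z9, 5 shared). The paper does not detail its Monte Carlo estimate. The two-way ANOVA with the median of the permutations, chosen after seeing the values, gave 214 up-regulated and 277 down-regulated with Z9, 176 shared and 532 without a fold limit, within 1.5 times the paper's, but 459 with NCFM and 340 with Z9 without a fold limit, where the paper counts 1924 and 1264 and limma gave 1982 and 1734; of 50 values over 2-fold in the paper's tables that limma calls, it drops 5.

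The paper describes *Il12b*, *Il18* and *Tnf* as strongly raised with *L. acidophilus* NCFM only. Its own table of these cytokines also lists a rise of each gene with Z9. Here all were higher than control with Z9 too (*Il12b* 3.70 (adjusted p = 4.2e-08), *Il18* 1.01 (adjusted p = 1.7e-04), *Tnf* 1.33 (adjusted p = 1.9e-07)), while *Tnf* and *Il18* were higher with NCFM than with Z9. *Ifnb1* rose with NCFM alone here as well.

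The paper has *Cxcl10* among the chemokines that fall with both bacteria. It also reports this fall by real-time PCR, which was not analysed here. On the arrays *Cxcl10* differed from NCFM by -0.86 (adjusted p = 0.12). The call was made when adjusted over the list of its table alone (0.0050), with only the NCFM and NCFM+Z9 arrays (0.0029), without Z9 replicate 1 (0.0017) and without Z9 replicate 2 (0.048). *Cxcl9* and *Cxcl11* were called lower. *Cxcl5*, which the paper has rising further with both bacteria, exceeded NCFM by 0.84 (adjusted p = 0.072) and was called over its list alone (0.0022), with the replicate block (0.014) and without NCFM replicate 3 (0.034), while *Cxcl1* and *Cxcl2* were called higher. Of the other genes of Table 2, *Ccl3* (-0.29, adjusted p = 0.067; called with the replicate block, 0.0499, and over its list alone, 0.0026) and *Ccl7* (-0.51, adjusted p = 0.56; called without NCFM replicate 1, 0.016) were not called over all probe sets. These lists hold the genes that the study chose on the same arrays.

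The paper lists *Il10*, *Il15*, *Il1b* and *Il33* as higher with both strains than with Z9. None was called over all probe sets (*Il10* 0.64 (adjusted p = 0.36), *Il15* 0.52 (adjusted p = 0.53), *Il33* 0.47 (adjusted p = 0.47)), and *Il1b* was on the other side of 0 (-0.077, adjusted p = 1). The replicate block without the NCFM arrays, chosen after seeing the values, called *Il10* (0.037) and *Il15* (0.039). Adjusted over the lists of their tables alone, *Il10* (0.020), *Il33* (0.020) and *Il15* (0.033) were called. Against NCFM, *Il10* and *Il33* were higher in the combination. *Il15* stands in Table 4 with the inhibited cytokines and in the text with those that Z9 induced.

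The paper has the cytokine genes induced by NCFM lower in the combination. For *Il12* it also reports lower values by real-time PCR and ELISA, which were not analysed here. *Ifnb1*, *Tnf* and *Il18* were called lower here, and *Il12b* (-0.16), *Il12a* (-0.18), *Il15* (-0.35) and *Il23a* (-0.35) were below 0 and not called over all probe sets; over the list of the table alone *Il23a* was called too (0.036). The percent the paper gives for *Ifnb1* matches a ratio of log2 fold changes; on that scale the gene was reduced by 81.1% here, and in signal it changed by -75.8%.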

Other observations

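The tests of genes that turned direction, of a shortfall in the combination and of the first Z9 array were chosen after the results were seen. The test of interferon alpha genes was set before its result.

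Genes of DNA replication and the cell cycle fell in every stimulation. Of 21 genes, 18 were lower with *L. acidophilus* NCFM, 19 with *B. bifidum* Z9 and 19 with both (19, 19 and 19 adjusted over the list alone), with medians of -0.95, -1.25 and -1.18 in log2 (camera with an estimated correlation, adjusted p = 0.024, 0.013 and 0.018). *Rrm2*, a subunit gene of ribonucleotide reductase, fell by 1.72 with NCFM and the cyclin gene *Ccnb2* fell by 1.88 with Z9. The fall was less deep with NCFM than with Z9 in 4 genes (11 adjusted over the list alone; adjusted p = 0.055 with the estimated correlation). Proliferating precursors in the culture and cell cycle arrest in DC were not separated by any measure here.

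Of 11 MHC class I presentation genes 10 were higher in each stimulation (10 adjusted over the list alone), medians of 0.71, 0.49 and 0.59 with NCFM, Z9 and both (estimated correlation, adjusted p = 0.024, 0.033 and 0.028), led by the peptide transporter gene *Tap1* (1.51 with NCFM) and the immunoproteasome gene *Psmb9* (1.15 with Z9). Of 8 MHC class II presentation genes 2, 4 and 4 were lower (as many adjusted over the list alone), *H2-DMa* by the most (-1.10 with NCFM and -1.37 with Z9), and the list did not shift (adjusted p = 0.53, 0.12 and 0.11).

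Of 16 genes of cholesterol synthesis 10 were lower with NCFM, 6 with Z9 and 7 with both (13, 6 and 7 adjusted over the list alone), medians of -0.56, -0.15 and -0.17, with *Dhcr7* at -0.91 and its regulator *Srebf2* at -0.82 with NCFM; with the estimated correlation none of the shifts was called (0.15, 0.38 and 0.40). The 14 glycolysis genes went both ways (4 higher and 2 lower with NCFM, 3 and 1 with Z9; 5 and 2, 5 and 1 adjusted over the list alone), *Pfkfb3* and *Hk3* rising by 1.31 and 0.79 with Z9, and the list did not shift (0.42 and 0.061). In the unfolded protein response 7 of 12 genes were lower and 1 higher with NCFM, and 6 and 1 with Z9 (8 and 7 lower adjusted over the list alone): *Herpud1* at -1.86 and -1.79, and *Ddit3* rising to 1.02 and 1.27, with an adjusted p of 0.28 and 0.31 for the list with the estimated correlation.

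Cell type markers against control were not called as lists with either strain: neutrophils and precursors (camera, adjusted p = 0.87 with NCFM and 0.11 with Z9), macrophages (0.81 and 0.52), conventional DC (0.55 and 0.52), plasmacytoid DC (0.80 and 0.13), B cells (0.39 and 0.061), T and NK cells (0.52 and 0.52), mast cells and basophils (0.80 and 0.95) and erythroid cells (0.66 and 0.21). Single markers moved in opposite directions, the scavenger receptor gene *Marco* by 2.39 and the complement gene *C1qa* by -2.03 with Z9. Between NCFM and Z9, the neutrophil (0.019) and macrophage (0.020) lists were called besides the plasmacytoid one, with *Mertk* 1.22 and *Fcgr1* 0.61 higher with NCFM. With the estimated correlation these were not called (0.16 and 0.38), nor was the macrophage list without NCFM replicate 3 (0.093) or Z9 replicate 1 (0.091), nor the neutrophil list without Z9 replicate 2 (0.064) or Z9 replicate 3 (0.055). Both lists were also lower in NCFM+Z9 than with NCFM (0.020 and 0.027; 0.22 and 0.36 with the estimated correlation), with 0 of the neutrophil genes called (2 lower at an unadjusted p under 0.05) and 1 lower macrophage gene (3 adjusted over the list alone). The first was not called without NCFM replicate 3 (0.0507), NCFM+Z9 replicate 2 (0.055) or NCFM+Z9 replicate 3 (0.080), and the second not without NCFM replicate 3 (0.22) or NCFM+Z9 replicate 1 (0.10).

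Z9 raised 44 genes on unstimulated DC that it lowered on top of NCFM, with a called interaction, and lowered 22 that it raised on top of NCFM. Besides the chemokines, the first group held *Tnf* (interaction -1.73), *Irgm2* (-1.86), *Cd1d1* (-1.68) and the lymphocyte activation marker *Cd69* (-2.17), and the second the transferrin receptor gene *Tfrc* (-1.34 alone and 0.45 on top of NCFM), *Scd2* (-0.75 and 0.72) and the asparagine synthetase gene *Asns* (-0.40 and 0.38).

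The 266 genes raised more than 2-fold by each strain reached about the level of the stronger strain in the combination: the median log2 ratio to the larger single stimulation was 0.0046, with 132 genes below 0, and that to the product of the folds was -1.51, with all 266 below 0, though genes chosen for high single stimulations tend to fall short. Loss of signal range at high intensity is argued against as the whole cause, since the median was -1.12 (spread 0.23, which is the interquartile range divided by 2) among the 89 genes whose product of folds would need the lowest levels, at most 6753, which 499 genes exceeded with both strains; for the 89 that would need the brightest levels (median -2.16) it cannot be told apart, as 51.7% would lie above the brightest gene. A first test split the genes by their level with both strains (-1.32, -1.48 and -1.78 from dim to bright) and was replaced after its result was seen, since that level enters the interaction. The level that the product of the folds would need enters the interaction too, so the step from -1.12 to -2.16 follows in part from the split. Increases that add up on the linear scale are argued against too, the median log2 ratio to their sum being -0.60 (spread 0.15). A shared pathway near its full response at these doses may account for it, which the single dose cannot test.

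The first Z9 array had antiviral genes above the mean of the other 2 Z9 arrays by a median of 0.27 in log2 (30 of 33 genes, spread 0.13). A change of the whole array stays open, since normalization fixes the median of all genes (-0.023) near 0, and so does an origin shared by the arrays numbered 1: the first NCFM+Z9 array, whose deviations correlated with those of the first Z9 array at 0.77, had antiviral genes at 0.038 (spread 0.093) and Th1 chemokines at 0.46, and the first control array had antiviral genes at -0.049 (spread 0.14). This test replaced one on the first NCFM array (-0.11) after that was seen, since that array did not correlate with the others of its number above the rest. For material from the NCFM cultures, a first test took genes that differed between NCFM and the other Z9 arrays (118 higher in NCFM deviating by 0.44, 21 higher in Z9 by -0.15), and because those Z9 arrays entered both the choice and the deviation it was replaced, after its result was seen, by genes that differed between NCFM and NCFM+Z9: 33 higher in NCFM+Z9 deviated by 0.082 (spread 0.30) and 24 higher in NCFM by 0.074 (0.16), so this cannot be told apart from a stronger response of that culture.

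With Z9 all 33 antiviral genes rose while *Ifnb1* stayed near its control level at 10 h. Of 7 interferon alpha genes, *Ifna1* was called higher (0.24, SE 0.061, adjusted p = 0.016), with 3 at an unadjusted p under 0.05, and the median of the 7 was -0.02; with NCFM *Ifna1* rose by 0.21. The highest value is given here instead of the median, a change made after the results were seen. The call was lost with only the control and Z9 arrays (adjusted p = 0.075), without control replicate 1 (0.0514) and without Z9 replicate 3 (0.0504). A rise this small, alike with both strains, may carry part of the antiviral response, and *Ifnb1* expressed before 10 h, for which the paper reports a slight rise with Z9 at 2 h that was down again after 4 h, was not measured on these arrays, so its share stays open.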
